# Adaptation Strategies to High Hydrostatic Pressures in *Pseudothermotoga* species Revealed by Transcriptional Analyses

**DOI:** 10.3390/microorganisms11030773

**Published:** 2023-03-17

**Authors:** Romain Fenouil, Nathalie Pradel, Hassiba Belahbib, Marie Roumagnac, Manon Bartoli, Wajdi Ben Hania, Yann Denis, Marc Garel, Christian Tamburini, Bernard Ollivier, Zarath Summers, Fabrice Armougom, Alain Dolla

**Keywords:** hydrostatic pressure, adaptation, *Pseudothermotoga* sp.

## Abstract

*Pseudothermotoga elfii* strain DSM9442 and *P. elfii* subsp. *lettingae* strain DSM14385 are hyperthermophilic bacteria. *P. elfii* DSM9442 is a piezophile and was isolated from a depth of over 1600 m in an oil-producing well in Africa. *P. elfii* subsp. *lettingae* is piezotolerant and was isolated from a thermophilic bioreactor fed with methanol as the sole carbon and energy source. In this study, we analyzed both strains at the genomic and transcriptomic levels, paying particular attention to changes in response to pressure increases. Transcriptomic analyses revealed common traits of adaptation to increasing hydrostatic pressure in both strains, namely, variations in transport membrane or carbohydrate metabolism, as well as species-specific adaptations such as variations in amino acid metabolism and transport for the deep *P. elfii* DSM9442 strain. Notably, this work highlights the central role played by the amino acid aspartate as a key intermediate of the pressure adaptation mechanisms in the deep strain *P. elfii* DSM9442. Our comparative genomic and transcriptomic analysis revealed a gene cluster involved in lipid metabolism that is specific to the deep strain and that was differentially expressed at high hydrostatic pressures and might, thus, be a good candidate for a piezophilic gene marker in *Pseudothermotogales*.

## 1. Introduction

Several studies have highlighted the fact that hydrostatic pressure affects the activity of numerous key processes and cellular components of deep-living microorganisms [1,2,3]. Depending on the genera investigated, piezophilic adaptation requires modifications of the genome, fine tuning of the gene expression, modifications of the structure of key proteins, or stress-like physiological cell responses [4]. An important finding is that osmolyte-type co-solutes, which are termed “piezolytes”, accumulate in the cells and counteract the pressure effects [5]. Increasing hydrostatic pressure has been observed to lead to intracellular accumulations of β-hydroxybutyrate, ectoine, and mannosyl-glycerate in *Photobacterium profundum*, *Alcanivorax borkumensis*, and the hyperthermophilic piezophilic archaeon *Thermococcus barophilus*, respectively [6,7,8]. Glutamate has also been suggested to be a piezolyte in the meso- and piezophilic *Desulfovibrio hydrothermalis* and *D. piezophilus* species [9,10]. Recently, it has been suggested that glutamate optimizes the enzymatic activities under high hydrostatic pressure [11]. Furthermore, it has been shown that several microorganisms adapt to high pressure by changing their energy metabolism; for instance, in the anaerobic sulfate-reducing bacterium *D. piezophilus*, transcriptomic and biochemical analyses have shown that the metabolite cycling H_2_/Formate is required for energy-conservation at high hydrostatic pressure [10,12]. Transcriptome analyses of the piezo-hyperthermophile *Thermococcus piezophilus* and *Pyrococcus yayanosii* highlighted the crucial role played by energy-conservation processes in the adaptative response of these archaea to hydrostatic pressure [13,14]. In addition, several studies have reported an increase in the biosynthesis of unsaturated and branched-chain fatty acids at high hydrostatic pressure for several piezophile and piezotolerant microorganisms, indicating that maintaining the fluidity of the membrane is an essential strategy for microorganisms to cope with high hydrostatic pressure [15,16,17].

Microbes inhabiting deep-oil reservoirs must be able to cope with high in situ temperatures and pressures. Considering that the effects of high pressure on these microbes are rarely studied, any new research into this area is likely to lead to the discovery of unique adaptation strategies to these extreme conditions [18]. Members of the order *Thermotogales*, including the genus *Pseudothermotoga*, are ubiquitous and predominant in global oil reservoirs [19]. The order *Thermotogales* belongs to the phylum Thermotogae, which comprises mesophilic, thermophilic, and hyperthermophilic bacteria, all of which are characterized by a toga-like sheath surrounding the cell. This phylum has been redefined, based on a genomic analysis of its members, in four separate orders, including *Thermotogales*, and five families including *Thermotogaceae*, which contains two genera, *Thermotoga* and *Pseudothermotoga* [20]. The *Pseudothermotoga* genus is composed of rod-shaped anaerobic bacteria with an optimal growth temperature in the range of 65–70 °C. To date, the DNA genome sequences of eight *Pseudothermotoga* strains have been determined (https://www.ncbi.nlm.nih.gov/ (accessed on 10 March 2023)) [21]. A study by Roumagnac and collaborators [22] compared the growth and cell phenotypes of two strains of *Pseudothermotoga elfii* species for different hydrostatic pressures, namely, *P. elfii* type strain DSM9442 isolated from a deep, oil-producing well (1600–1900 m depth) in Africa with an in situ temperature of 68 °C [23] and *P. elfii* subsp. *lettingae* DSM14385 isolated from a thermophilic sulfate-reducing bioreactor operated at 65 °C and at atmospheric pressure with methanol as the sole substrate [24]. Their results showed that the physiology of cells varied differently in response to variations in hydrostatic pressure. They found evidence for the piezophilic nature of *P. elfii* DSM9442, with an optimal hydrostatic pressure for growth of 20 MPa and an upper limit of 40 MPa, while *P. elfii* subsp. *lettingae* was found to be piezotolerant, with growth occurring up to 20 MPa, and with no growth at 30 MPa. Metabolite analyses revealed that the metabolism of *P. elfii* DSM9442 was optimal at 20 MPa and that the propionate production was greater at high hydrostatic pressure than at atmospheric pressure. Slight modifications of the membrane composition occurred in both strains in response to changes in hydrostatic pressure [22]. In *P. elfii* DSM9442, the formation and viability of chained cells increased with increasing hydrostatic pressure, indicating that chain formation might be a protective mechanism [22]. These strains are closely phylogenetically related and provide us with new insights into how these microorganisms adapt to high hydrostatic pressures. Here, we compared the genomes of the same two strains and analyzed their response to changes in hydrostatic pressure by comparing the transcriptomes of the deep strain *P. elfii* DSM9442 grown at 0.1 MPa (atmospheric pressure) vs. 20 MPa (optimal growth pressure), 30 MPa, and 40 MPa (maximum growth pressure) and the transcriptomes of surface strain *P. elfii* subsp. *lettingae* grown at 0.1 MPa and 20 MPa. The results suggest common traits of adaptation to increasing hydrostatic pressure in both strains, as well as species-specific adaptations, and highlight the pivotal role played by aspartate in the adaptation of the deep strain *P. elfii* DSM9442 to high hydrostatic pressure.

## 2. Materials and Methods

### 2.1. Comparative Genomic Analysis

The genomes of cultivated strains *T. elfii* DSM9442 and *T. elfii* subsp. *lettingae* DSM14385 were retrieved from the NCBI FTP site (ftp://ftp.ncbi.nlm.nih.gov/) under the accession numbers AP014507 and CP000812, respectively. The gene/protein predictions and genome annotation were performed by using the Prokka package [25]. The clustering of orthologous proteins for core/pan-genomic analysis was carried out by using the Roary pan genome pipeline v 3.6.1 [26] and applying a 50% minimum of sequence identity and coverage, as recommended by Tettelin and colleagues [27]. The Roary pipeline generated a core gene alignment and gene presence/absence matrix that were used by Roary scripts to retrieve strain-specific genes (not belonging to any orthologous cluster) of *T. elfii* DSM9442 and *T. elfii* subsp. *lettingae* DSM14385. Each strain-specific protein was carefully checked for functional annotation by using the Conserved Domains Database at NCBI (ftp://ftp.ncbi.nlm.nih.gov/pub/mmdb/cdd (accessed on 6 January 2020)), which includes the COG (Clusters of Orthologous Groups of proteins) functional database (rpsblast of the predicted proteins against COG profiles included in the COG annotation selected for E-value below 10^−5^). The collinearity of genomes was evaluated via MAUVE tool alignment [28].

### 2.2. Growth under High Hydrostatic Pressure

*P. elfii* DSM9442 and *P. elfii* subsp. *lettingae* (DSM14385) were grown anaerobically at 65 °C in Hungate tubes (18 mL) or rubber-stoppered Schott bottles (100 mL) fully filled with the medium previously described [22], which were inoculated at a 1:10 ratio. Tubes or bottles were inserted into 500 mL high-pressure bottles (HPBs) (HPB-500; Top Industrie, Vaux-le-Pénil, France), and the hydrostatic pressure was controlled by using a piloted pressure generator (PMHP 600-600; Top Industrie, Vaux-le-Pénil, France) connected to the HPBs [29]. The hydrostatic pressure applied to the HPBs was transmitted to the culture via the septum of the Hungate tubes or via the Schott bottle screw cap (Duran group, Germany), which was modified to include a rubber septum (Fisher Scientific, France). HPBs were incubated at 65 °C. Two consecutive subcultures were grown from frozen stocks in fully filled 18 mL Hungate tubes for 60 h at 65 °C at hydrostatic pressures of 0.1, 20, 30, and 40 MPa for *P. elfii* DSM9442 and of 0.1 and 20 MPa for *P. elfii* subsp. *lettingae*. Then, each culture was used to inoculate 100 mL of fresh medium in Schott bottles for growth under the same temperature and hydrostatic pressures. Cells were harvested in the mid-exponential growth phase and used for total RNA preparation. Five replicates of each culture were performed.

### 2.3. Aspartate Measurements

Intracellular aspartate quantitation was performed at 0.1 and 30 MPa on cells in mid-exponential growth cultured in 100 mL bottles at the indicated hydrostatic pressures (by using the same protocol as above for the RNA preparation). Triplicate cultures were performed. Cells were pelleted via centrifugation at 9000× *g* for 15 min at 4 °C and then washed once with 1 mL of 200 mM NaCl. After centrifugation, the pellet was suspended with 0.5 mL hot distilled water and incubated for 15 min at 100 °C, followed by incubation on ice for 10 min. Then, the extract was centrifuged at 15,000× *g* for 5 min at 4 °C to eliminate cell debris, and the supernatant was aliquoted, snap-frozen in liquid nitrogen, and stored at −80 °C. Aspartate was measured by using the fluorometric Aspartate assay Kit (Abcam, Cambridge, UK). Samples were plated in 96-well black microplates (Costar^TM^ 96-well Assay Plates, Black Polystyrene) for fluorescence readings at Ex/Em 535 nm/587 nm on a TECAN-Spark Infinite M200 plate reader. In the meantime, the number of cells on each sample was counted as previously described [22] in order to relate the aspartate concentration to the cells amount. Experiments were performed in triplicate.

### 2.4. RNA-Seq Experiments

For RNA preparation, cells were grown in 120 mL flasks at the desired hydrostatic pressure until reaching mid-exponential growth. Then, cells were harvested via centrifugation at 6800× *g* for 15 min at 4 °C; the pellet was resuspended in 400 µL of 10 mM Tris-HCl (pH 8.0) and spun for 2 min at 12,000× *g*. The supernatant was removed, and the pellet was frozen in liquid nitrogen before being placed in −80 °C storage until use. RNA samples were prepared by using the Maxwell 16 LEV samples kit (Promega), and the quality was checked by using the Experion RNA analysis kit (Bio-Rad).

RNA library preparations and sequencing reactions were conducted at GENEWIZ, LLC. (South Plainfield, NJ, USA). Ribosomal RNA samples were depleted by using the Illumina Ribo-zero Plus rRNA depletion kit (Illumina, San Diego, CA, USA), and the sequencing libraries were prepared by using the NEBNext Ultra RNA Library Prep Kit for Illumina by following the manufacturer’s recommendations (NEB, Ipswich, MA, USA). Sequencing libraries were validated by using a DNA Chip on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and were quantified by using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA), as well as via quantitative PCR (Applied Biosystems, Carlsbad, CA, USA). The sequencing libraries were multiplexed and clustered on six lanes of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq 2500 instrument according to the manufacturer’s instructions. The multiplexed libraries were sequenced by using paired-end 150 cycle chemistry for the HiSeq 2500 (Illumina). Image analysis and base calling were conducted via the HiSeq Control Software (HCS) v2.2.68 on the HiSeq 2500 instrument. Raw sequence data generated from Illumina HiSeq 2500 was converted into fastq files and de-multiplexed by using Illumina CASAVA 1.8.2 software. One mismatch was allowed for index sequence identification. RNA-seq data were submitted to the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ (accessed on 25 February 2023)) under the accession number GSE226101.

### 2.5. Bioinformatics Analysis of RNA-Seq Data (Integrated Workflow for RNA-Seq Processing)

A Nextflow pipeline was developed to process sequenced samples [30]. By integrating standard RNA-seq data processing tools, this pipeline performs various QC assessments of the sequencing data, aligns reads to the reference genome, and provides a read-count-based comparison of samples (correlation matrix and multidimensional scaling). During pre-processing, the base-quality of raw and trimmed fastq files was analyzed with “fastqc 0.11.5”. Sequences were trimmed with “TrimGalore 0.4.5” to remove low-quality bases (phred score < 20) and eventual sequencing adapters before alignment to the corresponding reference genome (*P. elfii*: GCF_000504085.1_ASM50408v1, *P. lettingae*: GCF_000017865.1_ASM1786v1) with “STAR 2.5.3a” (“alignMatesGapMax” = 10,000, and disabling splicing alignment by setting “alignSJoverhangMin” = 999 and “alignIntronMax” = 1) [31]. Post-alignment statistics were computed with the “RSeQC 2.6.4” [32], “preseq 2.0” [33], and “R 3.4.4” package “dupRadar” [34]. A summary of read counts for annotation categories was computed with “featureCounts” [35] from “subread 1.6.0”. Finally, a FPKM score was computed with “StringTie 1.3.3b” [36] to allow the computation of MDS plots and correlation maps between replicates. All results were compiled into an HTML report by using “MultiQC 1.6” [37].

During the analysis, the selected replicates were submitted to a custom R script for differential expression analysis by using the “edgeR” package [38]. Two sets of samples, including all RNA-seq replicates for *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae* were processed, revealing a very high overall quality of samples and an extensive coverage of reference genomes. Two samples from each set showed deviations from their corresponding replicates and were discarded from further analyses. All conditions retained at least 3 replicates for downstream analyses. Genes were considered significantly differentially expressed if their log_2_-fold change was above 1.3 and the Benjamini–Hochberg corrected *p*-value was below 0.01.

To provide functional information about differentially expressed genes (DEG), the full KEGG (Kyoto Encyclopedia of Genes and Genomes) database was downloaded [39,40,41]. Sequences for all annotations in reference genomes were aligned to KEGG Orthology (KO) annotation sequences by using “blastx” (E-value < 1 × 10^−10^, BitScore > 50) [42]. Resulting KO molecular function annotations were added to the original annotation files and reported as part of the results of differential expression analyses.

## 3. Results and Discussion

### 3.1. Comparative Genomics of the Deep and Surface *P. elfii* Strains

We conducted a comparative genomics study between the piezophilic strain *P. elfii* DSM9442 (accession number: AP014507) (optimal growth at 20 MPa) and the piezotolerant strain *P. elfii* subsp. *lettingae* DSM14385 (accession number: CP000812) (optimal growth at 0.1 MPa). The genetic closeness of the two genomes in combination with different sensitivities of the strains to high hydrostatic pressure provided a valuable framework to identify potential genetic determinants associated with the piezophilic lifestyle in the genus *Pseudothermoga*.

As previously reported, *P. elfii* and *P. elfii* subsp. *lettingae* have intra-species relationships with an average nucleotide identity score of 99.12% [21]. We found a strong genome collinearity (results not shown), indicating a high degree of gene order conservation. The difference in genome size between *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae* DSM14385 is almost negligible, with 2,169,860 and 2,135,342 base pairs, respectively, while the guanine–cytosine (GC) content is the same (39%). Consequently, the number of coding sequences (CDS) is very similar between the two strains, with 2063 and 2047 CDS for *P. elfii* and *P. elfii* subsp. *lettingae*, respectively.

A comparison of all CDS (i.e., the predicted proteome) between both species resulted in the identification of orthologous proteins shared by both strains (core-genome) and of those unique to each strain (strain-specific). Our main focus was the identification of the strain-specific genes/proteins in the piezophilic strain *P. elfii* DSM9442 and, therefore, lost (those originating from the ancestral genome) in the surface strain *P. elfii* subsp. *lettingae*. These potential piezophilic markers will be the particular focus of the transcriptomic analysis (see below).

We identified a total of 77 genes that were specific to *P. elfii* DSM9442 (absent in *P. elfii* subsp. *lettingae*). They were mostly gathered in clusters and operons that were related mainly to carbohydrate transport and metabolism, cell envelope biogenesis, and amino acid transport and metabolism (Table S1). In total, 16 strain-specific genes were annotated as hypothetical proteins. Several clusters contained genes encoding ABC transporters, which are known to be involved in nutrient uptake but could also be linked to environmental stress responses [43]. Clusters 1 to 4 provided different ABC transporters for the transport and metabolism of sugar (Xylulose, L-Arabinose, or D-ribose due to strong operon homology) and phosphate (under phosphate starvation via the uptake of Glycerol-2P and Glycerol 3-P), for dipeptide transport (Cluster 3) and the transport of branched-chain amino acids [44] including L-Leucine, L-Phenylalanine, L-Isoleucine, and L-Valine (Cluster 4, LivKHMGF operon). Interestingly, the LivKHMGF operon was present in multiple copies in both strains, although Cluster 4, which was present solely in the deep strain *P. elfii* DSM9442, bore little similarity with the other Liv operons (under the homology cutoff). This Liv operon could be a paralog (Liv duplicate) under a neo-functionalization or pseudogenization process, which would explain the sequence divergence with respect to the other Liv copies. We identified another transport system in Cluster 7 that exhibited a TRAP system permease (DctPQM). Previous studies have shown that this system has a high affinity for importing C4-dicarboxylates, such as malate succinate and fumarate [45].

Interestingly, the genes involved mainly in fatty acid biosynthesis (AcP, FaD, and FabG; Cluster 6) were found to be specific to the deep strain, *P. elfii*, with the closest related proteins (by using a similarity-based search) belonging to *Firmicutes* representatives and to the anaerobic thermophilic bacterium *Caldithrix abyssi*, which was isolated from a depth of 3000 m [46].

Defense mechanisms were represented in Cluster 8 by the CRISPR-associated RAMP cmr system, which protects bacteria against foreign RNA from plasmids or viruses. It has also been shown to possess the ability to cleave endogenous RNA of *Pyrococcus furiosus* in vivo [47]. We also found a specific McrA endonuclease acting against foreign DNA. In the identified clusters, we found several glycosyl transferases for the initiation and elongation of glycan chains, flippase for the translocation of lipid-linked oligosaccharides [48], and a transcriptional regulator mainly for drug resistance.

We identified a total of 43 genes that were specific to *P. elfii* subsp. *lettingae*, 19 of which were found in 4 clusters that are related mainly to cell envelope biogenesis, amino acid transport (Cluster 3), and carbohydrate metabolism (Table S2). Cluster 4 is composed of genes involved in poly-γ-glutamate (PGA) synthesis. While PGA can bind to peptidoglycan to facilitate nutrient uptake, it can also be released into the environment to sequester toxic metal ions, decrease salt concentration, and protect against adverse conditions [49].

### 3.2. Overview of the Modifications Induced by Hydrostatic Pressure at the Transcriptome Level of *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae*

Adaptation to high hydrostatic pressure should involve transcriptional regulation processes. 

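RNA of *P. elfii* DSM9442, the deep strain, came from cultures grown at 0.1, 20, 30 and 40 MPa, and RNA of *P. elfii* subsp. *lettingae*, the surface strain, from cultures grown at 0.1 and 20 MPa. The methods describe removal of ribosomal RNA before library preparation, while the sample labels give the molecule as polyadenylated RNA. Sequencing was paired-end on an Illumina HiSeq instrument. In total, 33 libraries were used here, of which 23 were from DSM9442 and 10 from *lettingae*. The labels divide the DSM9442 libraries into 2 batches. Batch 1 comprised 4 libraries at 0.1 MPa, 5 at 30 MPa, and 5 at 40 MPa, while batch 2 comprised 4 libraries at 0.1 MPa and 5 at 20 MPa. The *lettingae* libraries, for which no batch is named, comprised 5 at each pressure. For each library, the authors deposited raw read counts per gene. The total count per library of DSM9442 was between 5784360 and 8018244 (median 6344005) at 0.1 MPa in batch 1, between 4831087 and 6315938 (median 5878301) at 30 MPa, and between 4959219 and 6831801 (median 6326294) at 40 MPa. Batch 2 was sequenced more deeply, with 18742020 to 24655881 counts (median 23140452) at 0.1 MPa and 16085503 to 24502958 (median 22084029) at 20 MPa. For *lettingae*, the totals were 6506847 to 7550822 (median 6798405) at 0.1 MPa and 4920623 to 6439112 (median 5943450) at 20 MPa.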

In order to elucidate the hydrostatic pressure adaptation strategies of *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae*, the transcriptome of cells in mid-exponential growth was analyzed via RNA-seq. The DEG values of *P. elfii* DSM9442 (grown at 0.1, 20, 30, and 40 MPa) and those of *P. elfii* subsp. *lettingae* (grown at 0.1 and 20 MPa) are listed in Tables S3 and S4, respectively. 

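The counts were made by the authors with featureCounts after trimming and alignment with STAR to assembly ASM50408v1 for DSM9442 and ASM1786v1 for *lettingae*, with spliced alignment disabled. They cover 2138 genes of DSM9442 and 2127 genes of *lettingae*. Locus tags were assigned to 2121 of the DSM9442 genes, 842 of them from the copy of Table S3 used here, which held 842 of the 2138 entries of the 20 MPa sheet, and the others by coordinates. For *lettingae*, 600 genes had a locus tag, most of them from 592 of the 2127 entries of Table S4. Counts were scaled to CPM with TMM factors, and genes with low counts were removed with edgeR’s default filter. Each pressure was compared with the 0.1 MPa libraries of the same batch by edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, and fold changes are given as pressure over 0.1 MPa. Differential expression was counted at the thresholds of the methods, an adjusted *p*-value below 0.01 and an absolute log2 fold change above 1.3. The methods name edgeR, but the text does not name the test or a term for batch, so the test used here may be less strict than the paper's. Because 20 MPa was sequenced only in batch 2 and 30 and 40 MPa only in batch 1, a difference between 20 MPa and the higher pressures was tested as the difference of the fold changes, each within its batch. The methods state that 2 samples of each set were discarded, without naming them, and that at least 3 replicates per condition remained, so all 33 libraries entered the comparisons here. Pairs of libraries of the same group had a Pearson correlation of log2 CPM across genes of 0.997 to 0.999 at 0.1 MPa and 0.986 to 0.998 at 20 MPa in batch 2. In batch 1, the correlations were 0.953 to 0.995 at 0.1 MPa, 0.953 to 0.996 at 30 MPa, and 0.895 to 0.996 at 40 MPa.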

By using 0.1 MPa as the reference for the deep strain *P. elfii* DSM9442, a total of 58 genes was differentially expressed at 20 MPa (optimal hydrostatic pressure for growth), 211 genes were differentially expressed at 30 MPa, and 124 genes were differentially expressed at 40 MPa (maximum hydrostatic pressure for growth) (Figure 1).

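At 20 MPa, 71 of the 2129 genes tested were differentially expressed in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment with the minimum log2 fold change of 1.3. At 30 and 40 MPa, these were 430 and 318 of 2125 genes, respectively. When each library was left out in turn, the counts ranged from 68 to 75 at 20 MPa, from 358 to 488 at 30 MPa, and from 263 to 387 at 40 MPa. The median standard error of the log2 fold change was 0.068 at 20 MPa, 0.197 at 30 MPa, and 0.196 at 40 MPa. The alternative that moved the count at 20 MPa most was to set no minimum fold change. Without it, 1350 genes passed the adjusted *p*-value at 20 MPa, 1083 at 30 MPa, and 896 at 40 MPa, so that 20 MPa went from the lowest count to the highest. With glmTreat against a log2 fold change of 1.3, the counts at 20, 30, and 40 MPa were 22, 132, and 69, so that 20 MPa stayed the lowest. With glmTreat against 1 and the minimum of 1.3, they were 54, 212, and 124. At each pressure, these are nearer to the paper's counts than those of the main test, so the gap may lie in the test.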

It should be noted that a cluster of three genes (locus tags TEL01S_RS06040–TEL01S_RS06050) which encode hypothetical proteins exhibited a more complex expression pattern in that they were under-expressed at 20 and 40 MPa vs. 0.1 MPa and over-expressed at 30 MPa vs. 0.1 MPa. 

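The 3 genes lie at 1248497–1248742 (TEL01S_RS06040), 1248755–1248964 (TEL01S_RS06045), and 1248978–1249172 (TEL01S_RS06050) of the chromosome in ASM50408v1. At 20 MPa, TEL01S_RS06040 had 18.2 ± 1.95 CPM (SD, *n* = 5) against 209.6 ± 12.3 (SD, *n* = 4) at 0.1 MPa in batch 2, a log2 fold change of −3.53 (standard error 0.0808, adjusted *p* = 5.12e-10 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). At 30 MPa, it rose to 569.7 ± 36.7 CPM (SD, *n* = 5) from 92.2 ± 10.7 (SD, *n* = 4) at 0.1 MPa in batch 1, a log2 fold change of 2.63 (standard error 0.144, adjusted *p* = 1.48e-08 in the same test). At 40 MPa, it had 14.8 ± 2.71 CPM (SD, *n* = 5), a log2 fold change of −2.65 (standard error 0.140, adjusted *p* = 9.5e-09). The log2 fold changes of TEL01S_RS06045 were −3.62, 2.48, and −2.79 at 20, 30, and 40 MPa, and those of TEL01S_RS06050 were −3.57, 2.03, and −2.87. For all 3 genes and pressures, no library lay within the range of the 0.1 MPa libraries of its batch. Tested directly within batch 1, the change from 30 to 40 MPa was −5.27, −5.27, and −4.91 on the log2 scale for the 3 genes in order. Their levels at 0.1 MPa differed between the batches, with TEL01S_RS06045 higher in batch 2 by 2.46 on the log2 scale (adjusted *p* = 3.05e-10 in the same test). When the 0.1 MPa libraries of both batches were pooled without a term for batch, TEL01S_RS06045 and TEL01S_RS06050 were not differentially expressed at 30 MPa (log2 fold changes of 0.78 and 0.74).

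**Figure D1:**
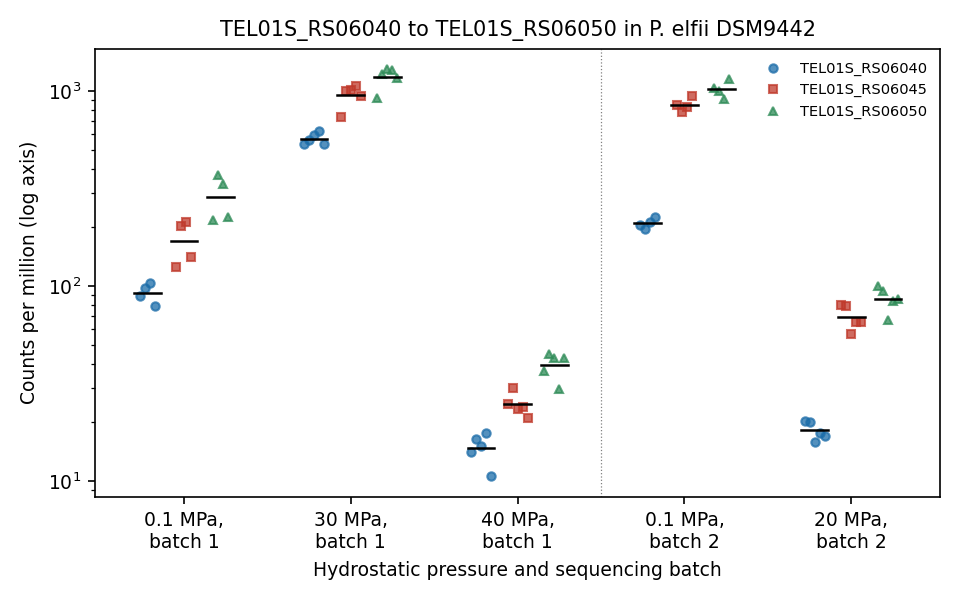
CPM (log axis) of TEL01S_RS06040, TEL01S_RS06045, and TEL01S_RS06050 in each DSM9442 library, grouped by hydrostatic pressure and sequencing batch, with 1 point per library and black lines at the group means. All 5 libraries at 30 MPa lie above the 0.1 MPa libraries of batch 1 for each gene, while all libraries at 20 and 40 MPa lie below those of their own batch.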

A similar number of genes were over-/under-expressed at each pressure, namely 28/30 genes at 20 MPa, 103/108 at 30 MPa, and 53/71 at 40 MPa (Figure 1). 

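Of the genes that passed both thresholds, 38 were over- and 33 under-expressed at 20 MPa, 210 over- and 220 under-expressed at 30 MPa, and 165 over- and 153 under-expressed at 40 MPa. The over-expressed genes were thus 53.5%, 48.8%, and 51.9% of the total. Scaling by library size alone, without TMM factors, shifted the median log2 fold change at 20 MPa by 0.19 and gave 61 over- and 24 under-expressed genes there (71.8%). Other settings moved the share at 20 MPa the other way, with 40 over- and 81 under-expressed genes (33.1%) against the pooled 0.1 MPa libraries of both batches, and 6 and 16 (27.3%) with glmTreat against a log2 fold change of 1.3.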

The number of DEG was higher at 30 and 40 MPa compared to 20 MPa, which shows that the response of the cells to hydrostatic pressures exceeding the optimal pressure for growth requires a larger variation in the transcriptome. It can be explained by the phenotypic response previously described, showing that at 30 and 40 MPa, the final biomass and growth rates were lower than at 20 MPa and 0.1 MPa [22].

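The sizes of the changes were compared over all tested genes, and the median absolute log2 fold change was 0.34 at 20 MPa, 0.68 at 30 MPa, and 0.55 at 40 MPa. When the counts of batch 2 were reduced at random to the depth of batch 1 (a median total of 6268918), a median of 69 genes was still differentially expressed at 20 MPa over 10 draws (64 to 71). The difference between the responses was tested gene by gene in one fit of all 23 DSM9442 libraries. In it, 199 of 2127 genes responded differently at 30 MPa than at 20 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, 88 with a higher and 111 with a lower fold change at 30 MPa. Between 40 and 20 MPa, 117 genes differed, although 5 of 100 random divisions of the libraries, the real division included, gave as many. From the larger number of differentially expressed genes above the optimal pressure, the paper concludes that growth at 30 and 40 MPa requires a larger variation in the transcriptome than growth at 20 MPa.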

In the surface strain, *P. elfii* subsp. *lettingae*, 31 genes were differentially expressed between 0.1 MPa and 20 MPa, with 21 being over- and 10 being under-expressed at 20 MPa (Table S4). 

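In the comparison of 5 libraries at 20 MPa with 5 at 0.1 MPa, 50 of 2094 tested genes of *lettingae* were differentially expressed in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, 34 over- and 16 under-expressed at 20 MPa. Leaving out single libraries gave between 40 and 59 genes, the highest number without replicate 4AB at 0.1 MPa. Setting no minimum fold change moved the count most, to 534 genes. The majority of over-expressed genes did not hold with glmTreat, which gave 3 over- and 7 under-expressed genes against a log2 fold change of 1 with the minimum of 1.3, and 3 and 5 against 1.3. These fits included 0.1 MPa replicate 4AB, which lay apart from its group, and glmTreat was not run without it. Whether the majority would hold in that fit is therefore open.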

This lower number of DEG (compared to *P. elfii* DSM9442) in response to pressure could be due to the more similar growth characteristics of *P. elfii* subsp. *lettingae* at 0.1 MPa and 20 MPa [22]

### 3.3. Differentially Expressed Genes in *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae* in Response to Hydrostatic Pressure

We conducted a systematic comparison between detected transcripts of *P. elfii* DSM9442 that were cultured at 0.1 MPa (atmospheric pressure) versus detected transcripts when the strain was grown at 20 MPa (optimal pressure for growth), 30 MPa, and 40 MPa (maximum pressure for growth). 

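In *P. elfii* DSM9442, 540 genes were differentially expressed at 1 pressure or more. The log2 fold changes of 2125 genes were compared between pressures, with a Pearson correlation across genes of 0.555 (Spearman 0.611) between 20 and 30 MPa, 0.692 (0.727) between 20 and 40 MPa, and 0.756 (0.774) between 30 and 40 MPa. The same sign was found for 72.5%, 77.6%, and 79% of the genes, respectively. Genes are not independent replicates, and fold changes at 30 and 40 MPa share their 0.1 MPa libraries. In 20 simulations of unchanged groups set against these libraries, the correlation between 30 and 40 MPa averaged 0.566 and the share of equal signs 69.2%. The simulated correlations with 20 MPa, for which other 0.1 MPa libraries served, reached at most 0.064 for 30 MPa and 0.067 for 40 MPa. The simulated fold changes held noise only, so these values do not show how much of the observed correlations the shared libraries explain. In the data, the median absolute log2 fold changes at 30 and 40 MPa were 0.68 and 0.55, against median standard errors of 0.197 and 0.196.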

Overall, the expression patterns for *P. elfii* DSM9442 showed few overlaps for the different pressures (Figure 1). 

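At 20, 30, and 40 MPa alike, 29 genes of *P. elfii* DSM9442 passed the thresholds with the same direction, 16 over- and 13 under-expressed. In the simulations of unchanged groups, edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment called no gene at any pressure, and on average 26.2 genes had an unadjusted *p*-value below 0.05 with the same direction at 30 and 40 MPa. A further 9 genes were called in opposite directions at different pressures.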

Only 13 genes were found to be similarly differentially expressed for all 3 pressures (Table S3, Figure 1), with 6 over- and 7 under-expressed. This included two genes involved in amino acid metabolism, namely, TEL01S_RS09135, which encodes a protein belonging to the alanine-glyoxylate aminotransferase family, and TEL01S_RS06965, which encodes an aspartate kinase. 

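TEL01S_RS09135 (1873663–1874808 in ASM50408v1) had 14510 ± 365.9 CPM (SD, *n* = 4) at 0.1 MPa and 5785 ± 856.5 (SD, *n* = 5) at 20 MPa in batch 2, a log2 fold change of −1.33 (standard error 0.0968, adjusted *p* = 5.95e-07 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). This value lies close to the threshold. It fell short without 20 MPa replicate A1 (−1.296), C1 (−1.28), or E1 (−1.27), and when counts were scaled by library size alone (−1.14). The same held with the replicate number as a block (−1.296) and with the 0.1 MPa libraries of both batches pooled (−1.24). At 30 and 40 MPa, the log2 fold changes were −2.41 (standard error 0.284, adjusted *p* = 1.11e-05) and −2.47 (standard error 0.284, adjusted *p* = 1.08e-05) in the same test. TEL01S_RS06965 (1435333–1436685) rose from 35.3 ± 1.21 CPM (SD, *n* = 4) to 90.3 ± 6.87 (SD, *n* = 5) at 20 MPa, a log2 fold change of 1.36 (standard error 0.0652, adjusted *p* = 4.49e-08). Its log2 fold change was 2.86 at 30 MPa (standard error 0.359, adjusted *p* = 1.81e-05) and 3.50 at 40 MPa (standard error 0.370, adjusted *p* = 5.39e-06). At 30 MPa, replicate 1AB stood apart with 329 CPM of TEL01S_RS06965 against 180 to 223 in the other 4 libraries. For both genes, the libraries at each pressure did not overlap with those at 0.1 MPa.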

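Table S4 lists genes of *P. elfii* subsp. *lettingae* with the product names of both genes, although they were not paired as orthologs here and were chosen after their values were seen. TLET_RS09080, listed as an alanine–glyoxylate aminotransferase family protein (1838523–1839668 in ASM1786v1), had 12240 ± 1592 CPM (SD, *n* = 5) at 20 MPa and 20170 ± 2740 (SD, *n* = 5) at 0.1 MPa. Its log2 fold change of −0.72 (standard error 0.115, adjusted *p* = 0.000517 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment) was below the minimum size. Of the aspartate kinases, TLET_RS06985 (1423328–1424680) had a log2 fold change of 0.99 (standard error 0.175, adjusted *p* = 0.000962) and TLET_RS03725 (743705–744901) of −0.40 (standard error 0.120, adjusted *p* = 0.0193) in the same test. Neither passed both thresholds.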

None of the orthologs of these genes was found to be differentially expressed in the surface strain *P. elfii* subsp. *lettingae*, suggesting that this response is specific to the deep strain.

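In *P. elfii* DSM9442, 11 genes passed the thresholds at 20 MPa and at neither of the higher pressures, 6 over- and 5 under-expressed. The difference itself was tested, and 4 of the 11 responded differently at 30 MPa and 5 at 40 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. The other genes of this set were below a threshold at the higher pressures without a shown difference.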

When the transcriptomes of cells grown at 0.1 MPa and 20 MPa are compared, 21 genes were specifically over- and 16 were under-expressed at 20 MPa (Figure 1). 

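At 20 MPa, all 14 genes of TEL01S_RS00165 to TEL01S_RS00175 (34855–38195 in ASM50408v1), TEL01S_RS00525 to TEL01S_RS00535 (109481–112574), and TEL01S_RS08670 to TEL01S_RS08705 (1776690–1785626) had higher counts in all 5 libraries than in any 0.1 MPa library of batch 2. Their log2 fold changes were between 1.29 and 2.63 (standard errors 0.0833 to 0.164), and 13 of the 14 passed both thresholds in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. The largest rise among them was that of TEL01S_RS00175, which Table S3 lists as an ABC transporter substrate-binding protein. It had 441.6 ± 53 CPM (SD, *n* = 5) at 20 MPa and 71.5 ± 3.47 (SD, *n* = 4) at 0.1 MPa (adjusted *p* = 4.09e-09). TEL01S_RS08670 was below the minimum size with 1.29 (standard error 0.0907, adjusted *p* = 4.74e-07), but passed it without 0.1 MPa replicate B1 (1.34) or D1 (1.34), without 20 MPa replicate C1 (1.33) or E1 (1.32), and with scaling by library size alone (1.48). With the 0.1 MPa libraries of both batches pooled, 10 of the genes, TEL01S_RS00525 to TEL01S_RS00535 and TEL01S_RS08675 to TEL01S_RS08705, fell below a threshold (0.57 to 1.2). Of these 10, 5 were themselves called between the 0.1 MPa libraries of the 2 batches. At 30 MPa, TEL01S_RS00165, TEL01S_RS00170, TEL01S_RS00175, TEL01S_RS00530, and TEL01S_RS00535 were over-expressed as well (2.67, 3.58, 3.58, 2.07, and 2.20), and none had a response there that differed from that at 20 MPa. The genes TEL01S_RS08670 to TEL01S_RS08705 all had a lower response at 30 MPa than at 20 MPa, with differences of −1.85 to −3.23 that passed. TEL01S_RS06345 (1315857–1316588) rose from 53.3 ± 2.97 CPM (SD, *n* = 4) to 148.8 ± 26.6 (SD, *n* = 5), a log2 fold change of 1.48 (standard error 0.124, adjusted *p* = 1.5e-06). TEL01S_RS06350 was not analysed here.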

Among the over-expressed genes, 14 (locus tags TEL01S_RS00165 to TEL01S_RS00175, TEL01S_RS00525 to TEL01S_RS00535, and TEL01S_RS08670 to TEL01S_RS08705) encode proteins of sugar transport and metabolism, while two genes (locus tags TEL01S_RS06345 and TEL01S_RS06350) encode an ABC-2 type transporter system. Furthermore, five of the under-expressed genes encode proteins linked to sugar transport and metabolism, and a cluster of five genes (locus tags TEL01S_RS05715 to TEL01S_RS05735) encode proteins involved in a branched-chain amino acid transport system (Table S3).

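The cluster TEL01S_RS05715 to TEL01S_RS05735 spans 1174256–1178774 in ASM50408v1, and all 5 genes were under-expressed at 20 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, with every library below those at 0.1 MPa. TEL01S_RS05715 fell from 275 ± 25.2 CPM (SD, *n* = 4) to 27.9 ± 2.96 (SD, *n* = 5), a log2 fold change of −3.30 (standard error 0.0877, adjusted *p* = 1.23e-09). The changes of TEL01S_RS05720, TEL01S_RS05725, and TEL01S_RS05730 were −2.82, −2.24, and −1.80. TEL01S_RS05735 changed least, by −1.38 (standard error 0.0647, adjusted *p* = 3.99e-08), and was below the minimum size with scaling by library size alone (−1.19). At 30 MPa, TEL01S_RS05715 to TEL01S_RS05730 were under-expressed as well (−2.90, −1.88, −1.44, and −1.69), and at 40 MPa all 5 genes were. The fold changes at 30 MPa differed from those at 20 MPa by 0.10 to 0.95 on the log2 scale, none of them with a difference that passed (adjusted *p* of 0.0981 to 0.808).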

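Both at 30 and at 40 MPa, but not at 20 MPa, 185 genes of *P. elfii* DSM9442 were differentially expressed in the same direction, 107 over- and 78 under-expressed. Of these, 80 (43.2%) had a response at 30 MPa that differed from that at 20 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, and 58 (31.4%) had one at 40 MPa that did.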

At even higher pressures of 30 and 40 MPa, we found a total of 67 genes similarly differentially expressed that were not differentially expressed at 20 MPa (Figure 1), 29 of which were over-expressed and involved mainly in the transport system and amino-acid metabolism. They include genes with locus tags TEL01S_RS00940 to TEL01S_RS00950, which encode a peptide/nickel transport system; TEL01S_RS01770 to TEL01S_RS01785, which are genes linked to the arginine biosynthesis pathway; TEL01S_RS03985 to TEL01S_RS03995, which encode a branched-chain amino acid transport system; TEL01S_RS03635, which encodes an aspartate kinase LysC; and TEL01S_RS06945, which encodes the aspartate-semialdehyde dehydrogenase Asd linked to the glycine, serine, and threonine metabolism. 

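In edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, the 3 genes TEL01S_RS00940 to TEL01S_RS00950 (190484–193879 in ASM50408v1) were over-expressed at both pressures. TEL01S_RS00950, the substrate-binding protein of this system, had 25.1 ± 6.06 CPM (SD, *n* = 4) at 0.1 MPa, 108.1 ± 20.3 (SD, *n* = 5) at 30 MPa, and 168.5 ± 48.3 (SD, *n* = 5) at 40 MPa. Its log2 fold changes of 2.10 (standard error 0.232, adjusted *p* = 6.26e-06) and 2.74 (standard error 0.238, adjusted *p* = 1.18e-06) were larger than at 20 MPa by 1.46 (adjusted *p* = 0.000355) and 2.10 (adjusted *p* = 6.01e-06), respectively. The permeases TEL01S_RS00940 and TEL01S_RS00945 rose by 2.15 and 2.21 on the log2 scale at 30 MPa and by 2.15 and 2.79 at 40 MPa. Of the branched-chain amino acid transport genes, TEL01S_RS03985 (805505–806632) had 338.8 ± 44.6 CPM (SD, *n* = 4) at 0.1 MPa, 745.9 ± 166.1 (SD, *n* = 5) at 30 MPa, and 1036 ± 127.3 (SD, *n* = 5) at 40 MPa. It passed both thresholds at 40 MPa, with 1.61 (standard error 0.167, adjusted *p* = 4.58e-06), and was below the minimum size at 30 MPa, with 1.14 (standard error 0.164, adjusted *p* = 5.83e-05). The change between 30 and 40 MPa was 0.47 (adjusted *p* = 0.0235), and it was not a difference that passed. All libraries at 30 and 40 MPa lay above those at 0.1 MPa for these 4 genes.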

Genes involved in amino acid metabolism and transport systems were also identified among the 38 genes under-expressed at 30 and 40 MPa (Table S3). These results support our hypothesis that the transport systems and amino acid metabolism play a pivotal role in the adaptation mechanisms of *P. elfii* DSM9442 to high hydrostatic pressures.

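At 30 MPa only, 192 genes of *P. elfii* DSM9442 passed the thresholds, 72 over- and 120 under-expressed. A direct comparison within batch 1 found a difference between 40 and 30 MPa for 51 of them (26.6%) in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. Against 20 MPa, 63 of them (32.8%) had a different response.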

In total, 131 genes are specifically, differentially expressed between 0.1 and 30 MPa. 

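TEL01S_RS02380 (507626–508384 in ASM50408v1), an ABC transporter substrate-binding protein, rose from 31 ± 3.19 CPM (SD, *n* = 4) at 0.1 MPa to 213.5 ± 41.7 (SD, *n* = 5) at 30 MPa, a log2 fold change of 2.78 (standard error 0.195, adjusted *p* = 1.4e-07 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). The neighbouring permease TEL01S_RS02385 (508441–509136) rose from 13.2 ± 1.07 to 96.1 ± 21.6 CPM, a log2 fold change of 2.86 (standard error 0.244, adjusted *p* = 6.26e-07). The ATP-binding protein TEL01S_RS02390 (509133–509864) rose from 13 ± 2.31 to 90.3 ± 19.7 CPM, a log2 fold change of 2.80 (standard error 0.273, adjusted *p* = 2.27e-06 in the same test). For the 3 genes, each library at 30 MPa was above each library at 0.1 MPa. At 20 MPa, the log2 fold changes were −0.69, −0.30, and −0.09, and none passed the minimum size.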

Among those what were over-expressed, 9 encode proteins of the sugar transport systems; 14 encode other ABC-type transport systems, with those with locus tags TEL01S_RS02380 to TEL01S_RS02390 encoding a putative polar amino acid transport system; and 6 genes are involved in amino acid metabolism (Table S3). 

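At 30 MPa, the counts of TEL01S_RS06225 (1287352–1287579 in ASM50408v1) fell from 201.7 ± 72 CPM (SD, *n* = 4) to 24.8 ± 4.87 (SD, *n* = 5), a log2 fold change of −3.03 (standard error 0.566, adjusted *p* = 0.000427 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). TEL01S_RS06230 (1287584–1288819) fell from 579.5 ± 60.4 to 111.9 ± 9.4 CPM, a log2 fold change of −2.37 (standard error 0.425, adjusted *p* = 0.000311). TEL01S_RS06235 (1288816–1289538) fell from 264.2 ± 32.1 to 49.7 ± 6.06 CPM, a log2 fold change of −2.41 (standard error 0.439, adjusted *p* = 0.000349). TEL01S_RS09220 (1889397–1890665), which Table 1 lists as *murF*, fell from 382.6 ± 66 CPM to 90.7 ± 9.26, a log2 fold change of −2.08 (standard error 0.261, adjusted *p* = 1.82e-05 in the same test). Every 30 MPa library was below every 0.1 MPa library of batch 1 for these 4 genes.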

Interestingly, genes TEL01S_RS06225 to TEL01S_RS06235—which encode proteins AcpP, FadD, and FabG, which are involved in fatty acid (FA) biosynthesis and are absent in *P. elfii* subsp. *lettingae* genome—and TEL01S_RS09220—which encodes the UDP-N-acetylmuramoyl-tripeptide--D-alanyl-D-alanine ligase MurF, which is involved in peptidoglycan biosynthesis—were under-expressed.

A total of 36 genes was specifically differentially expressed between 0.1 and 40 MPa. 

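Here, 91 genes passed the thresholds at 40 MPa only, 40 over- and 51 under-expressed. Of these, 19 (20.9%) differed between 40 and 30 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, and 21 (23.1%) had a response at 40 MPa that differed from that at 20 MPa.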

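TEL01S_RS00260 (55903–56658 in ASM50408v1) rose from 37.2 ± 12.8 CPM (SD, *n* = 4) at 0.1 MPa to 130.1 ± 16.7 (SD, *n* = 5) at 40 MPa, a log2 fold change of 1.80 (standard error 0.211, adjusted *p* = 1.18e-05 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). TEL01S_RS08165, TEL01S_RS08170, and TEL01S_RS08175, next to each other at 1688459–1692055, fell at 40 MPa with log2 fold changes of −2.48, −2.48, and −2.20 (standard errors 0.249 to 0.356, adjusted *p* of 9.49e-06 to 6.27e-05). TEL01S_RS08175 went from 2752 ± 1166 CPM (SD, *n* = 4) to 598.9 ± 37.1 (SD, *n* = 5). The direct change of these 3 genes from 30 to 40 MPa was −1.88, −1.75, and −2.05 (adjusted *p* of 3.71e-05 to 0.00152). TEL01S_RS09090 (1865952–1866491) fell from 1430 ± 128.8 CPM to 289.7 ± 95, a log2 fold change of −2.30 (standard error 0.296, adjusted *p* = 2.46e-05). TEL01S_RS09095 (1866491–1867243) fell by 1.87 on the log2 scale (standard error 0.211, adjusted *p* = 9.25e-06). TEL01S_RS09090 also passed both thresholds at 30 MPa, with −1.54 (adjusted *p* = 0.000467), whereas TEL01S_RS09095 was below the minimum size there, with −1.26 (adjusted *p* = 0.000167). All 40 MPa libraries were beyond the range of the 0.1 MPa libraries for these 6 genes.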

A *fabG* homolog (TEL01S_RS00260) was over-expressed, while the cluster TEL01S_RS08165 to TEL01S_RS008175, which is absent in the *P. elfii* subsp. *lettingae* genome and which encodes an ABC-type peptide transport system, and genes TEL01S_RS09090–TEL01S_RS09095, which encode a 2-oxoacid:ferredoxin oxidoreductase linked to the TCA cycle and to gluconeogenesis, were under-expressed. Hence, those genes involved in FA and peptidoglycan synthesis, in the transport of peptide, and in amino acid metabolism tend to respond to the highest pressures.

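The libraries of *lettingae* at 20 MPa were similar to each other, with correlations of log2 CPM across genes of 0.986 to 0.996, and those at 0.1 MPa had correlations of 0.967 to 0.996. Between the pressures, the correlations were 0.954 to 0.972. Replicate 4AB at 0.1 MPa had the lowest correlations of its group, 0.967 to 0.969. In all, 1064 genes had an unadjusted *p*-value below 0.05 in the quasi-likelihood test. The median absolute log2 fold change was 0.22 and its median standard error 0.096.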

In *P. elfii* subsp. *lettingae*, a total of 31 genes was found to be differentially expressed at 20 MPa (maximum pressure for growth), 21 of which were over-expressed, while 10 were under-expressed (Table S4). Of the former, nine genes of the cluster TEL01S_RS00925–TEL01S_RS00980 encode proteins involved in ABC membrane transport and the metabolism of sugars (pentose–phosphate pathway), gene TEL01S_RS01250 encodes a protein linked to peptidoglycan biosynthesis, and gene TEL01S_RS08015 encodes a short-chain FA transporter. 

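The text gives the sugar cluster with the DSM9442 prefix, while Table S4 has tags of the *lettingae* genome. In the copy of Table S4 used here, TLET_RS00955 and TLET_RS00980 have numbers within the range given, and whether they are genes of that cluster was not tested. TLET_RS00955, an ABC transporter permease (185733–186686 in ASM1786v1), had 307.4 ± 32.6 CPM (SD, *n* = 5) at 20 MPa and 47.7 ± 48.8 (SD, *n* = 5) at 0.1 MPa. Its log2 fold change was 2.69 (standard error 0.472, adjusted *p* = 0.000961 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). One 0.1 MPa library, replicate 4AB, set this spread, with 134.9 CPM against 23.2 to 27.7 in the other 4, and without it the log2 fold change was 3.57. TLET_RS00980, an aldo/keto reductase (190235–191209), had 350.4 ± 22 CPM (SD, *n* = 5) at 20 MPa and 150.3 ± 98.5 (SD, *n* = 5) at 0.1 MPa. With a log2 fold change of 1.22 (standard error 0.307, adjusted *p* = 0.00837), it did not pass the minimum size, which it did without 4AB (1.72). Each library at 20 MPa exceeded each at 0.1 MPa for both genes.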

Of the 10 under-expressed genes, TEL01S_RS01020–TEL01S_RS01025 encode a peptide/nickel transport system.

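Table S5 lists the peptide/nickel transport genes under their *lettingae* tags TLET_RS01035 and TLET_RS01040, at 202847–203764 and 203817–205391 in ASM1786v1. TLET_RS01040 fell from 374.9 ± 48.6 CPM (SD, *n* = 5) to 38.2 ± 2.93 (SD, *n* = 5), a log2 fold change of −3.30 (standard error 0.101, adjusted *p* = 2.2e-09 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). It was the largest fall among the genes of *lettingae* tested, and all libraries at 20 MPa were below those at 0.1 MPa. TLET_RS01035 fell by 2.18 on the log2 scale (standard error 0.246, adjusted *p* = 4.65e-05).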

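A pair of ABC transporter genes of Table S5 outside the peptide/nickel system was tested in both strains. The ATP-binding protein TLET_RS06210 (1267391–1269007 in ASM1786v1) fell in *lettingae* at 20 MPa, with a log2 fold change of −1.96 (standard error 0.119, adjusted *p* = 7.99e-07 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). Its ortholog TEL01S_RS06265 (1296507–1298123 in ASM50408v1) passed the thresholds at no pressure in DSM9442, with log2 fold changes of 0.05, 0.85, and 0.46 at 20, 30, and 40 MPa. The phosphate transporter gene TLET_RS08745 (1768106–1768942) fell by 1.91 on the log2 scale (standard error 0.475, adjusted *p* = 0.00796), with libraries that overlapped between the pressures. Its adjusted *p*-value rose above 0.01, to between 0.0119 and 0.0228, without any 1 of 9 libraries, the exception being 0.1 MPa replicate 4AB. The ortholog TEL01S_RS08795 (1803230–1804066) was over-expressed at 30 MPa, with 3.62 (standard error 0.274, adjusted *p* = 2.28e-07), and changed by 0.29 and 0.15 at 20 and 40 MPa. In DSM9442, the change of TEL01S_RS08795 at 30 MPa differed from that at 20 MPa by 3.33 (adjusted *p* = 2.02e-08 in the same test).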

Overall, these results show that genes that are involved in membrane transport play pivotal roles in the response of both *P. elfii* strains to high hydrostatic pressures. Notably, these gene expression patterns highlight the reshuffle of the branched-chain amino acid transport systems in the deep strain *P. elfii* DSM9442 in response to pressure. Moreover, the response in this strain also involved numerous genes linked to amino acid metabolism. In contrast, few of the differentially expressed genes in the surface strain *P. elfii* subsp. *lettingae* were linked to amino acid metabolism. 

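Among *lettingae* genes that Table S4 lists by product, chosen here after their values were seen, the aspartate-semialdehyde dehydrogenase gene TLET_RS06965 (1419318–1420337 in ASM1786v1) had 83 ± 3.18 CPM (SD, *n* = 5) at 20 MPa and 75.1 ± 13.3 (SD, *n* = 5) at 0.1 MPa. Its log2 fold change was 0.15 (standard error 0.107, adjusted *p* = 0.289 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). The aspartate ammonia-lyase gene TLET_RS05260 (1055898–1057271) had 214.5 ± 15.8 CPM (SD, *n* = 5) and 251.6 ± 20.2 (SD, *n* = 5), respectively, a log2 fold change of −0.23 (standard error 0.0727, adjusted *p* = 0.026 in the same test). Neither gene passed the thresholds.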

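Table S5 pairs 11 genes of *lettingae* with orthologs in DSM9442. All 11 were differentially expressed in *lettingae* at 20 MPa in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, and 10 had an ortholog that was differentially expressed at 1 or more pressures in DSM9442. At 20 MPa, the sign was opposite in the 2 strains for all 11 pairs, although the DSM9442 changes of TEL01S_RS05590, TEL01S_RS05595, and TEL01S_RS06265 there were close to 0 (adjusted *p* of 0.392 to 0.501). Of the pairs called in both strains, 8 had calls in opposite directions at 1 or more DSM9442 pressures, and 6 at every DSM9442 pressure with a call. TEL01S_RS05590 and TEL01S_RS05595 were over-expressed at 30 and 40 MPa, the direction of their *lettingae* orthologs. The difference between the strains at 20 MPa was tested as an interaction of strain and pressure, and it passed for all 11 pairs, with sizes of 1.45 to 5.54 on the log2 scale (adjusted *p* of 2.02e-14 to 0.000751). The largest was that of TLET_RS06050 (1231276–1231470 in ASM1786v1), with a log2 fold change of 1.97 (standard error 0.215) in *lettingae*, against its ortholog in the hypothetical cluster. The paired sigma-70 factor genes TLET_RS06035 and TEL01S_RS06035 changed by 1.92 and −3.34, and the chaperonin *groL* genes TLET_RS01630 and TEL01S_RS01540 by 1.496 and −1.41. TEL01S_RS06035 was over-expressed at 30 MPa (1.41) and under-expressed at 40 MPa (−2.58). For TLET_RS05610, the log2 fold change of 1.38 was below the minimum size without 0.1 MPa replicate 1AB (1.26), 2AB (1.29), or 5AB (1.297), or 20 MPa replicate 3A (1.29). Because each change was taken within its strain, an offset between batches that goes with strain cancels in this test. The labels name no batch for *lettingae*, so a batch that separates its pressures, or a response that depends on batch, was not excluded. From the opposing directions of these orthologs, the paper proposes that the 2 strains respond differently to pressure.

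**Figure D2:**
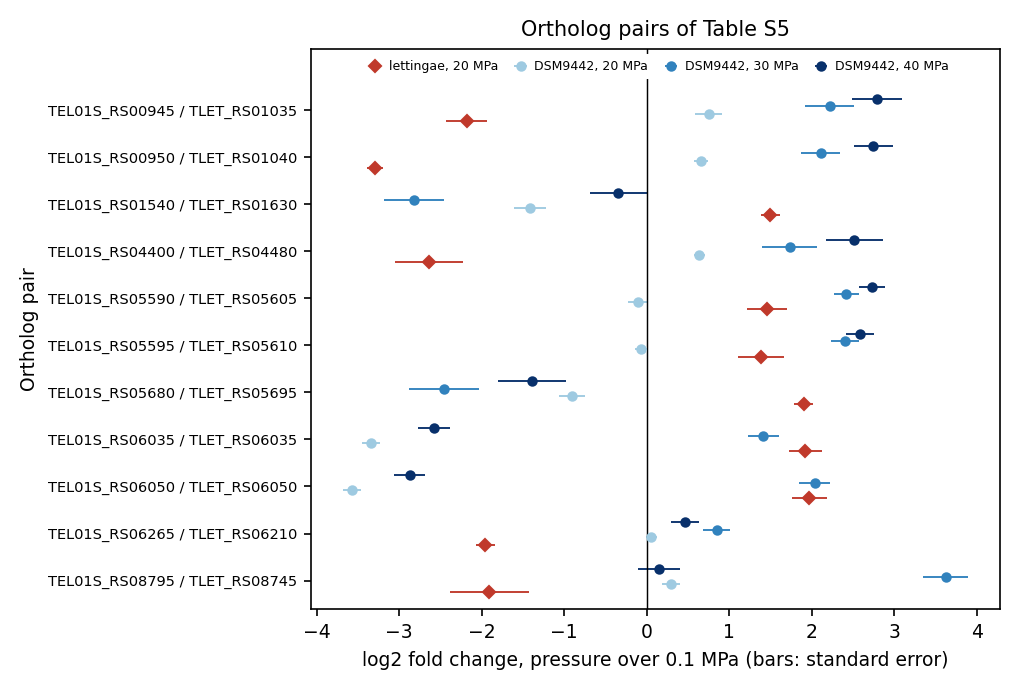
Log2 fold change of pressure over 0.1 MPa (horizontal axis) for the 11 ortholog pairs of Table S5 (vertical axis), with red diamonds for *lettingae* at 20 MPa, blue circles from light to dark for DSM9442 at 20, 30, and 40 MPa, and bars for the standard error. At 20 MPa, the diamond and the light circle lie on opposite sides of 0 for all 11 pairs.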

Of the 31 genes differentially expressed in *P. elfii* subsp. *lettingae*, 11 orthologs were found to be differentially expressed in *P. elfii* DSM94442 as well (Table S5), although 9 of them were found to be expressed in opposing directions, which suggests a different pressure response altogether in these two strains.

### 3.4. DEG-Related KEGG Pathway Distribution in *P. elfii* DSM9442 and *P. elfii* subsp. *lettingae*

To obtain a more integrated view of the transcriptomic variations in response to hydrostatic pressure, we analyzed the distribution of KEGG pathways that are related to the list of differentially expressed genes. A KEGG pathway was considered significantly enriched if its percentage was higher among the DEG-related vs. genome-related KEGG-pathways (one-tail z-test, *p*-value < 0.05). By examining the patterns of DEG-related KEGG-pathway enrichments for *P. elfii* DSM9442 as a function of hydrostatic pressure, we found that the pathways involved in amino acid metabolism, the biosynthesis of other secondary metabolites, the metabolism of terpenoid and polyketides, and the metabolism of cofactors and vitamins were among the most enriched pathways, irrespective of the hydrostatic pressure (Figure 2). At 20 MPa, DEG-related KEGG pathways involved in membrane transport and amino acid metabolism were the most enriched (Figure 2A). At 30 and 40 MPa, the total number of enriched DEG-related KEGG-pathways was more than twice the number at 20 MPa (Figure 2B,C vs. Figure 2A). A similar KEGG-pathway enrichment was highlighted between 30 and 40 MPa. In addition, the KEGG pathways involved in lipid metabolism were enriched only for hydrostatic pressures ≥30 MPa.

In *P. elfii* subsp. *Lettingae*, the enrichment pattern of DEG-related KEGG pathways revealed the membrane transport pathway as the most enriched pathway as for for *P. elfii* DSM9442 at 20 MPa (Figure 3).

The pathway involved in folding, sorting, and degradation was among the most enriched in *P. elfii* subsp. *lettingae* but not in *P. elfii* DSM9442. The latter could be linked to the piezotolerant capability of *P. elfii* subsp. *lettingae* [22], which allows bacteria to fold and/or degrade macromolecules at high hydrostatic pressures. Interestingly, DEG-related KEGG pathways involved in amino acid metabolism were among the most enriched pathways in *P. elfii* DSM9442 but not in *P. elfii* subsp. *lettingae*.

Overall, this analysis reveals the common traits of adaptation to increasing hydrostatic pressure in both strains, namely, variations in transport membrane or carbohydrate metabolism. There were also several species-specific adaptations: variations in amino acid metabolism, lipid metabolism, or biosynthesis of secondary metabolites were mostly found in the deep strain *P. elfii* DSM9442, while changes to the folding, sorting, and degradation pathways were found in the surface strain *P. elfii* subsp. *lettingae*. This suggests that members of the genus *Pseudothermotoga* activate both similar and specific global functions in response to the hydrostatic pressure increases.

### 3.5. Variations in the Amino Acid Metabolism in *P. elfii* in Response to Pressure Changes

As mentioned above, the deep strain *P. elfii* DSM9442 responds to increases in hydrostatic pressure through changes in the metabolic pathways involved in amino acid metabolism. 

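Table 1 has 84 entries, the calls of 28 genes at 3 pressures, and 78 of them were the same here (27 of 28 at 20 MPa, 26 at 30 MPa, and 25 at 40 MPa). The study chose these genes on the same libraries, so that this is no independent evidence. All 47 entries with a call in Table 1 were called in the same direction in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, while 53 entries were called here. Among the 6 entries called only here, *glmS* (TEL01S_RS03835) was over-expressed at 40 MPa (log2 fold change 2.12, standard error 0.414, adjusted *p* = 0.00069). *murF* (TEL01S_RS09220) and *kdd* (TEL01S_RS08600) were under-expressed at 40 MPa, with −1.45 (standard error 0.257, adjusted *p* = 0.000332) and −1.44 (standard error 0.157, adjusted *p* = 7.14e-06). The other 3 were *argC* at 20 MPa and *mtnK* and *mtnA* at 30 MPa.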

Twenty-eight genes encoding proteins that are involved in amino acid metabolism were detected as differentially expressed depending on the hydrostatic pressure (Table 1 and Table S4), corresponding mostly to pathways linked to arginine biosynthesis, glycine serine threonine metabolism, cysteine methionine metabolism, and lysine biosynthesis.

Notably, the *lysC* gene TEL01S_RS03635 coding for an aspartate kinase and the *asd* gene TEL01S_RS06945 encoding an aspartate-semialdehyde dehydrogenase, were over-expressed at both 30 and 40 MPa, while the *thrA* gene TEL01S_RS06965 encoding a bifunctional aspartokinase/homoserine dehydrogenase was over-expressed at 20, 30, and 40 MPa (Table 1). These gene products are involved in the synthesis of aspartate-4-semialdehyde from aspartate (Figure 4).

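The gene *lysC* (736870–738057 in ASM50408v1) had 18 ± 3.61 CPM (SD, *n* = 4) at 0.1 MPa, 74 ± 18.4 (SD, *n* = 5) at 30 MPa, and 70.3 ± 6.7 (SD, *n* = 5) at 40 MPa for TEL01S_RS03635. Its log2 fold changes were 2.04 (standard error 0.195, adjusted *p* = 1.86e-06) and 1.97 (standard error 0.195, adjusted *p* = 3.56e-06) in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. They exceeded that at 20 MPa by 1.38 (adjusted *p* = 3.9e-05) and 1.31 (adjusted *p* = 9.23e-05). TEL01S_RS06945 (*asd*, 1431323–1432342) had 43.2 ± 19.4 CPM (SD, *n* = 4) at 0.1 MPa, 177.7 ± 7.82 (SD, *n* = 5) at 30 MPa, and 234.5 ± 24.3 (SD, *n* = 5) at 40 MPa. Those of *asd* were 2.04 (standard error 0.238, adjusted *p* = 1.03e-05) and 2.44 (standard error 0.241, adjusted *p* = 3.56e-06). At 20 MPa, *lysC* and *asd* rose by 0.67 and 0.99, respectively, below the minimum size. For *asd*, the difference from 20 MPa did not pass the minimum size at 30 MPa (1.06, adjusted *p* = 0.00348) and passed at 40 MPa (1.46, adjusted *p* = 0.000255). For *thrA* (TEL01S_RS06965), the rise at 30 MPa was larger than at 20 MPa by 1.52 (adjusted *p* = 0.00383) and that at 40 MPa by 2.15 (adjusted *p* = 0.000255). The genes *asd* and *thrA* lie in a run of 8 neighbouring genes, TEL01S_RS06940 to TEL01S_RS06975, that were all over-expressed at 30 and 40 MPa.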

Aspartate-4-semialdehyde is a metabolite that is involved in the biosynthesis of methionine, threonine, and lysine. In addition, genes *dapA*, *B*, and *D* (TEL01S_RS00130, TEL01S_RS03640, and TEL01S_RS10080), which are involved in lysine biosynthesis, were over-expressed at 30 MPa (Figure 4, Table 1), while genes *metB*, *metH*, *mtnK*, and *mtnA* (TEL01S_RS05650, TEL01S_RS06970, TEL01S_RS08685, and TEL01S_RS08690), which are involved in methionine metabolism, were over-expressed at 20 and 30 MPa. 

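At 30 MPa, *dapA* rose from 5.94 ± 1.81 CPM (SD, *n* = 4) to 20.2 ± 3.36 (SD, *n* = 5) for TEL01S_RS00130, *dapB* from 6.06 ± 1.69 to 29.5 ± 6.21 for TEL01S_RS03640, and *dapD* from 24.3 ± 9.43 to 89.5 ± 12.5 for TEL01S_RS10080. Their log2 fold changes were 1.77, 2.27, and 1.88 (standard errors 0.210 to 0.292, adjusted *p* of 3.32e-06 to 0.000103 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). With the 0.1 MPa libraries of both batches pooled, *dapD* was below the minimum size (1.18). At 30 MPa, *metB* (TEL01S_RS05650) and *metH* (TEL01S_RS06970) had log2 fold changes of 1.61 (standard error 0.169, adjusted *p* = 4.24e-06) and 3.35 (standard error 0.369, adjusted *p* = 6.2e-06). At 20 MPa, their changes of 0.67 (adjusted *p* = 0.000157) and 1.01 (adjusted *p* = 4.18e-07) were below the minimum size, and Table 1 has no call there. In contrast, *mtnK* (TEL01S_RS08685) and *mtnA* (TEL01S_RS08690) rose at 20 MPa, from 58.2 ± 5.25 to 170.1 ± 34.6 CPM and from 73.5 ± 10.7 to 208.1 ± 32.4 CPM, with log2 fold changes of 1.55 (adjusted *p* = 2.23e-06) and 1.502 (adjusted *p* = 1.64e-06). At 30 MPa, both fell, with −1.58 (standard error 0.288, adjusted *p* = 0.000354) and −1.74 (standard error 0.282, adjusted *p* = 0.000146), where Table 1 has no call. The rises of these 2 genes at 20 MPa were lost with pooled 0.1 MPa libraries (0.57 and 0.66), which differed between the batches.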

The gene cluster TEL01S_RS01770–TEL01S_RS01785, which encodes ArgGHCJ, was over-expressed at 30 and 40 MPa (Table 1). 

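The cluster TEL01S_RS01770 to TEL01S_RS01785 lies at 378753–383425 in ASM50408v1. For *argG*, 24.1 ± 4.43 CPM (SD, *n* = 4) at 0.1 MPa compared with 264.5 ± 104.7 (SD, *n* = 5) at 30 MPa and 205.4 ± 48.7 (SD, *n* = 5) at 40 MPa. The log2 fold changes at 30 MPa were 3.46 for *argG*, 2.97 for *argH*, 2.67 for *argC*, and 2.51 for *argJ* (standard errors 0.287 to 0.315, adjusted *p* of 4.98e-07 to 1.81e-05 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). At 40 MPa, they were 3.09, 3.02, 2.56, and 2.23 in the same order (standard errors 0.283 to 0.312, adjusted *p* of 1.92e-06 to 5.01e-05). At 20 MPa, the 4 genes rose by 1.07, 1.29, 1.32, and 1.22, and *argC* passed both thresholds there (standard error 0.108, adjusted *p* = 1.36e-06 for TEL01S_RS01780). The rise of *argG* at 30 MPa exceeded that at 20 MPa by 2.40 (adjusted *p* = 3.16e-06) and that at 40 MPa exceeded it by 2.03 (adjusted *p* = 3.77e-05). The differences of *argH* passed at both pressures (1.69 and 1.73), while those of *argC* (TEL01S_RS01780) and *argJ* (TEL01S_RS01785) passed at 30 MPa (1.37 and 1.31) and not at 40 MPa (1.25 and 1.02). All libraries at 30 and 40 MPa were above those at 0.1 MPa for the 4 genes.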

The N-acetylglutamate synthase/glutamate N-acetyltransferase encoded by *argJ* and the N-acetyl-gamma-glutamyl-phosphate reductase encoded by *argC* are involved in the synthesis of ornithine, a component of the urea cycle from glutamate. The arginosuccinate synthase and the arginosuccinate lyase encoded, respectively, by *argG* and *argH* are enzymes of the urea cycle, allowing arginine synthesis from aspartate (Figure 4). These variations in gene expression suggest that the arginine biosynthesis pathway from aspartate was boosted at high pressures. However, as the urea cycle produces fumarate, we could also hypothesize that feeding of the citrate cycle via fumarate is boosted when cells are grown at elevated hydrostatic pressure. This would not only provide energy to the cells but also contribute to gluconeogenesis via the production of oxaloacetate, as aspartate has been shown to be a glucogenic amino acid [50]. The gluconeogenesis pathway end-product, glucose-6-phosphate, is used to form six-carbon or five-carbon sugars needed for cell envelope synthesis. These include precursors of the peptidoglycan layer located in the periplasmic space, the lipopolysaccharides present in the outer membrane, and several sugars located in other cell compartments [51,52]. In a previous report, Roumagnac and collaborators [22] observed that under increasing hydrostatic pressure, *P. elfii* strains formed chains containing up to 15 cells per chain, possibly as a protective mechanism. An increased gluconeogenesis from aspartate at high pressures would, thus, allow cells to synthesize those molecules required for the cell envelope to facilitate chain formation.

Overall, the biosynthesis pathways of lysine, arginine, methionine, threonine, glycine, and serine from aspartate appeared to be boosted when cells were grown at high hydrostatic pressures, which is indicative of the pivotal role played by aspartate in the pressure response of the deep strain *P. elfii* DSM9442. In addition, the cluster TEL01S_RS02380–TEL01S_RS02390, which encodes a polar amino acid transport system, was over-expressed at 30 MPa vs. 0.1 MPa, which may suggest that this transport system is activated at 30 MPa to optimize the import of aspartate into the cells. 

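At 40 MPa, TEL01S_RS02385 and TEL01S_RS02390 were also over-expressed, with log2 fold changes of 1.56 (standard error 0.234, adjusted *p* = 8.99e-05 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment) and 1.5005 (standard error 0.262, adjusted *p* = 0.000292). TEL01S_RS02380 rose by 1.00 there (adjusted *p* = 0.000427), below the minimum size. The direct change from 30 to 40 MPa was −1.79, −1.303, and −1.301 for the 3 genes in order (adjusted *p* of 8.11e-06 to 0.00105), and no 40 MPa library reached the range of the 30 MPa libraries. Relative to 20 MPa, the response at 30 MPa was higher by 3.48, 3.17, and 2.90 on the log2 scale (adjusted *p* of 1.12e-10 to 3.21e-07).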

To determine whether the intracellular abundance of aspartate varied with hydrostatic pressure, we quantified the intracellular aspartate concentration in *P. elfii* DSM9442 at 0.1 and 30 MPa, i.e., the pressure conditions for which major differences in gene expression were found. At 30 MPa, intracellular aspartate in *P. elfii* DSM9442 was 4 times more abundant compared to 0.1 MPa (3.5 vs. 14 nmol/10^6^ cells) (Figure 5). 

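The copy of Table S3 used here, with 842 of 2138 entries, lists 2 genes with the KEGG annotation of an aspartate aminotransferase, TEL01S_RS01440 (*aspC*, 309198–310337 in ASM50408v1) and TEL01S_RS02445 (518834–520033), chosen here after their values were seen. TEL01S_RS01440 had 353 ± 62.7 CPM (SD, *n* = 4) at 0.1 MPa and 530.7 ± 32.2 (SD, *n* = 5) at 30 MPa, a log2 fold change of 0.59 (standard error 0.122, adjusted *p* = 0.000887 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). TEL01S_RS02445 had 473.6 ± 25.3 CPM (SD, *n* = 4) and 619.9 ± 67.9 (SD, *n* = 5), a log2 fold change of 0.39 (standard error 0.130, adjusted *p* = 0.0175). Neither passed the minimum size at 20, 30, or 40 MPa. TEL01S_RS09130, which Table 1 places in alanine, aspartate, and glutamate metabolism, fell by 2.28 on the log2 scale at 30 MPa (standard error 0.201, adjusted *p* = 8.59e-07) and by 1.79 at 40 MPa (standard error 0.199, adjusted *p* = 8.31e-06).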

The transcriptomic data provided no evidence for any increase in the aspartate biosynthesis pathway. Therefore, the higher aspartate abundance in cells grown at elevated hydrostatic pressure may be attributed to a more efficient aspartate import. These data support our hypothesis that aspartate is indeed a key metabolite for several pathways and adaptation to high pressures in *P. elfii* DSM94442.

In the surface strain *P. elfii* subsp. *lettingae*, only one gene of the amino acid metabolism, which is involved in glycine biosynthesis (gene *soxA*, locus tag TEL01S_RS05600), was found to be over-expressed at 20 MPa vs. 0.1 MPa, while the orthologous gene in *P. elfii* DSM9442 (TEL01S_RS05590) was also over-expressed at both 30 and 40 MPa. Hence, in contrast to *P. elfii* DSM9442, amino acid metabolism in *P. elfii* subsp. *lettingae* does not seem to play an important role in the response of the strain to high hydrostatic pressures.

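Table S5 lists *soxA* of *lettingae* as TLET_RS05605 (1136143–1137354 in ASM1786v1). It had 217.1 ± 25.1 CPM (SD, *n* = 5) at 20 MPa and 79.2 ± 38.3 (SD, *n* = 5) at 0.1 MPa, a log2 fold change of 1.46 (standard error 0.245, adjusted *p* = 0.000726 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). Replicate 4AB at 0.1 MPa had 147 CPM against 53.4 to 68 in the other 4, and without it the log2 fold change was 1.80. In DSM9442, TEL01S_RS05590 (1148813–1150024 in ASM50408v1) rose from 57.8 ± 8.49 CPM (SD, *n* = 4) at 0.1 MPa to 309.5 ± 46.5 (SD, *n* = 5) at 30 MPa and 384.4 ± 53 (SD, *n* = 5) at 40 MPa. These are log2 fold changes of 2.42 (standard error 0.156, adjusted *p* = 7.07e-08) and 2.73 (standard error 0.159, adjusted *p* = 2.39e-08). At 20 MPa, the change of −0.11 (adjusted *p* = 0.392) was within the spread of the libraries. Its level at 0.1 MPa was higher in batch 2 than in batch 1 by 1.49 on the log2 scale (adjusted *p* = 1.91e-07 in the same test).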

Under these experimental conditions, peptides and/or amino acids contained in biotrypcase are the only sources of carbon and energy available to the cells [22]. Fermentation of these compounds leads to the production of acetate and propionate as major products and, in lower quantities, formate, succinate, isobutyrate, and isovalerate. In *P. elfii* DSM9442, the production of these fermentation end-products is unaffected by pressure, except for propionate, for which production increases slightly with increasing hydrostatic pressure [22]. It is known that the catabolic pathways of some amino acids (valine, isoleucine, threonine, and methionine) can lead to the production of propionate and ATP via propionyl-CoA [53]. As mentioned above, the threonine and methionine biosynthesis pathways from aspartate were boosted at high hydrostatic pressure. 

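TEL01S_RS03990 (806680–807588 in ASM50408v1) had 102.1 ± 31.2 CPM (SD, *n* = 4) at 0.1 MPa, 454.3 ± 92.2 (SD, *n* = 5) at 30 MPa, and 525.6 ± 220.1 (SD, *n* = 5) at 40 MPa. Its log2 fold changes were 2.15 (standard error 0.299, adjusted *p* = 4.22e-05) and 2.36 (standard error 0.302, adjusted *p* = 2.34e-05) in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. TEL01S_RS03995 (807593–808654) had 97.1 ± 38.3 CPM (SD, *n* = 4), 375.7 ± 57.4 (SD, *n* = 5), and 407.3 ± 179.3 (SD, *n* = 5), with log2 fold changes of 1.95 (standard error 0.318, adjusted *p* = 0.00015) and 2.07 (standard error 0.320, adjusted *p* = 0.000116). All libraries at these pressures were above those at 0.1 MPa. At 20 MPa, both genes rose by less than the minimum size, with 0.84 and 0.82.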

Given that valine and isoleucine are branched-chain amino acids, it is worth pointing out that the genes TEL01S_RS03990–TEL01S_RS03995, which code for a branched-chain amino acid transport system, were over-expressed at 30 MPa and 40 MPa vs. 0.1 MPa. Similarly, genes TEL01S_RS06345–TEL01S_RS06350, which encode another branched-chain amino acid transport system, were over-expressed at 20 MPa and 30 MPa. 

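At 30 MPa, TEL01S_RS06345 rose from 60.7 ± 13.5 CPM (SD, *n* = 4) to 197.5 ± 52.4 (SD, *n* = 5), a log2 fold change of 1.70 (standard error 0.233, adjusted *p* = 3.72e-05 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment). Its response at 30 MPa did not differ from that at 20 MPa (difference 0.23, adjusted *p* = 0.499). At 40 MPa, the rise of 1.02 (standard error 0.228, adjusted *p* = 0.00176) was below the minimum size, and it did not differ from that at 20 MPa either (adjusted *p* = 0.213).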

Over-expression of these genes may lead to a higher rate of import of branched-chain amino acids into the cells at high hydrostatic pressures, and through their catabolism, this could, in turn, induce a higher production of propionate in the deep strain *P. elfii* DSM9442.

### 3.6. Adaptation Involving Modifications in Membrane Composition

A cluster of three genes (TEL01S_RS06225–TEL01S_RS06235) that are specific to the deep strain *P. elfii* DSM9442 and which encode proteins AcpP, FadD, and FabG was under-expressed at 30 MPa vs. 0.1 MPa. Similarly, the gene TEL01S_RS04130, which encodes a FabG protein, was under-expressed at 30 and 40 MPa, while the paralog of *fabG* (TEL01S_RS00260) was over-expressed at 40 MPa (Table S3). This *fabG* redundancy is likely due to gene duplication or addition events [54]. 

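The changes of these genes at 30 MPa were compared with those at the other pressures. Between 30 and 40 MPa, the counts of TEL01S_RS06225, TEL01S_RS06230, and TEL01S_RS06235 were higher at 40 MPa by 2.16, 1.85, and 1.95 on the log2 scale (adjusted *p* of 0.00305 to 0.00678 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment), although the ranges of the libraries overlapped. At 20 MPa, the log2 fold changes were −0.96, −0.42, and −0.37, and none passed the minimum size. The fold change at 30 MPa was lower than at 20 MPa by a difference of −1.95 for TEL01S_RS06230 (adjusted *p* = 0.00596) and −2.04 for TEL01S_RS06235 (adjusted *p* = 0.00449), while the difference of −2.06 for TEL01S_RS06225 did not pass (adjusted *p* = 0.0194).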

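TEL01S_RS04130 (832480–833304 in ASM50408v1) fell from 165.4 ± 70.6 CPM (SD, *n* = 4) at 0.1 MPa to 35.8 ± 4.19 (SD, *n* = 5) at 30 MPa and 29.4 ± 10.4 (SD, *n* = 5) at 40 MPa. The log2 fold changes were −2.21 (standard error 0.304, adjusted *p* = 3.94e-05) and −2.48 (standard error 0.307, adjusted *p* = 1.76e-05) in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment, and the libraries did not overlap. TEL01S_RS00260 was below the minimum size at 20 and 30 MPa, with 0.73 (adjusted *p* = 5.41e-07) and 0.94 (adjusted *p* = 0.00124). Between 30 and 40 MPa, it rose by 0.86 (adjusted *p* = 0.00354), which was below the minimum size although all 40 MPa libraries were above those at 30 MPa.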

The multi-enzymes FabG, FabA, FabI, and FabB perform the elongation steps of FA synthesis [55]. FabG is a dehydrogenase that interacts with the FA chain that is bound to the acyl-carrier protein (Acp), which, in turn, binds to substrates of varying lengths. In addition, FabG often substitutes other dehydrogenases to produce secondary metabolites that may play a role in membrane permeability. It is also involved in polyhydroxyalkanoate (PHA) production, a form of carbon and energy storage under stress conditions [56]. In view of these putative functions, the differential expression of the *fabG* paralogs may explain the slight modification of the FA membrane composition in response to increasing hydrostatic pressure and/or the microscopy observations of the chain morphotype that was previously reported at the highest hydrostatic pressure [22]. It should be noted that no variation in the expression of these genes was detected in *P. elfii* subsp. *lettingae*, which is in agreement with the very low number of chains observed in the culture of this strain at high hydrostatic pressure [22]. 

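Among the *lettingae* genes that Table S4 lists with a KEGG annotation, TLET_RS05470 (1105808–1106554 in ASM1786v1) is the 1 annotated as *fabG* in the copy used here, and it was chosen after its values were seen. It had 481.1 ± 73.4 CPM (SD, *n* = 5) at 20 MPa and 647 ± 53.2 (SD, *n* = 5) at 0.1 MPa, a log2 fold change of −0.43 (standard error 0.102, adjusted *p* = 0.00629 in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment), which was below the minimum size.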

The regulation of the *fabG* gene expression may govern modifications of the cell membrane and/or the toga, making cells more resistant to the highest hydrostatic pressures (>20 MPa). This leads us to hypothesize that each of the three FabG proteins may be structurally adapted to be active at a specific pressure (e.g., TEL01S_RS00260, which is over-represented at 40 MPa, could be adapted at high-pressure conditions). Such adaptation strategies have been previously reported, notably for the flagellar systems of the piezophilic *Photobacterium profundum* SS9 strain, in which one system was preferentially expressed at high pressure, while another was preferentially expressed at low (atmospheric) pressure [57].

## 4. Conclusions

In this paper, we reported for the first time the adaptation at the transcriptomic level to hydrostatic pressure increases of two strains from the same species, namely, the deep strain *P. elfii* DSM9442 and the surface strain *P. elfii* subsp. *lettingae*. The genetic closeness of the two strains provides a valuable framework to identify the genetic determinants that are associated with the piezophilic lifestyle in the genus *Pseudothermoga*. In that way, the gene cluster which is involved in lipid metabolism (TEL01S_RS06225–TEL01S_RS06235), which is specific to the deep strain, was differentially expressed at high hydrostatic pressures (30 and 40 MPa) and might be a good candidate for a piezophilic gene marker in the *Pseudothermotogales*. 

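At 40 MPa, TEL01S_RS06225 had 110.7 ± 80.4 CPM (SD, *n* = 5), TEL01S_RS06230 had 404 ± 254.4, and TEL01S_RS06235 had 191.5 ± 123, and the libraries overlapped with those at 0.1 MPa for each gene. The log2 fold changes against 0.1 MPa were −0.86 (standard error 0.534, adjusted *p* = 0.182), −0.52 (standard error 0.413, adjusted *p* = 0.298), and −0.46 (standard error 0.424, adjusted *p* = 0.367) in edgeR’s quasi-likelihood test with Benjamini–Hochberg adjustment. None of the 3 genes passed the thresholds at 40 MPa. The 40 MPa libraries were not uniform, as 2A and 4A had correlations of only 0.89 to 0.925 with 1A, 3A, and 5A over protein-coding genes. The 3 genes were not compared between these sets of libraries here.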

Our analysis revealed the common traits of adaptation to increasing hydrostatic pressure in both strains as well as several species-specific adaptations. Membrane transport appears to play an important role in the adaptation of both strains to 20 MPa. A key outcome of the transcriptomic analysis was that amino acid metabolism and transport appear to be crucial for the adaptation to high pressures in the deep strain *P. elfii* DSM9442. In addition, our analysis revealed that several metabolic pathways for amino acid biosynthesis that involve aspartate are boosted at high hydrostatic pressures, which suggests that a reshuffling of the amino acid metabolism may take place in response to pressure increases, which would represent an important adaptation mechanism in the deep strain *P. elfii* DSM9442. Given that the effects of high pressure on microorganisms inhabiting deep-oil reservoirs have rarely been studied, our work provides valuable new information and insights regarding the dynamics of oil reservoir microbiomes.

## Figures and Tables

**Figure 1:**
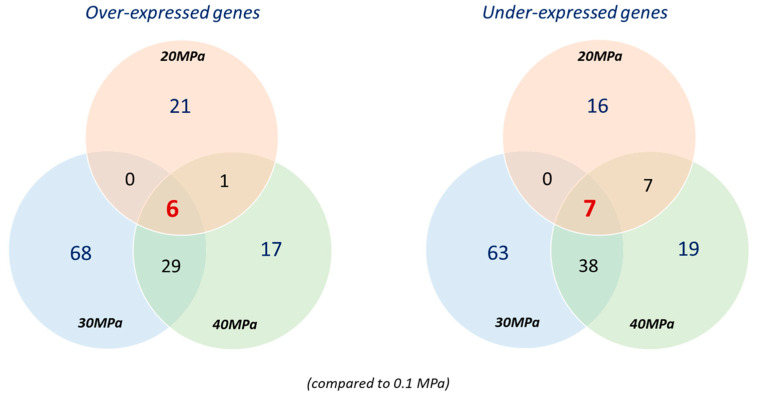
Venn diagram showing the number of significantly differentially expressed genes in the deep strain *P. elfii* DSM9442 when it was cultured at 20 MPa, 30 MPa, and 40 MPa compared to 0.1 MPa (adjusted *p*-value < 0.01, log_2_-fold change > 1.3).

**Figure 2:**
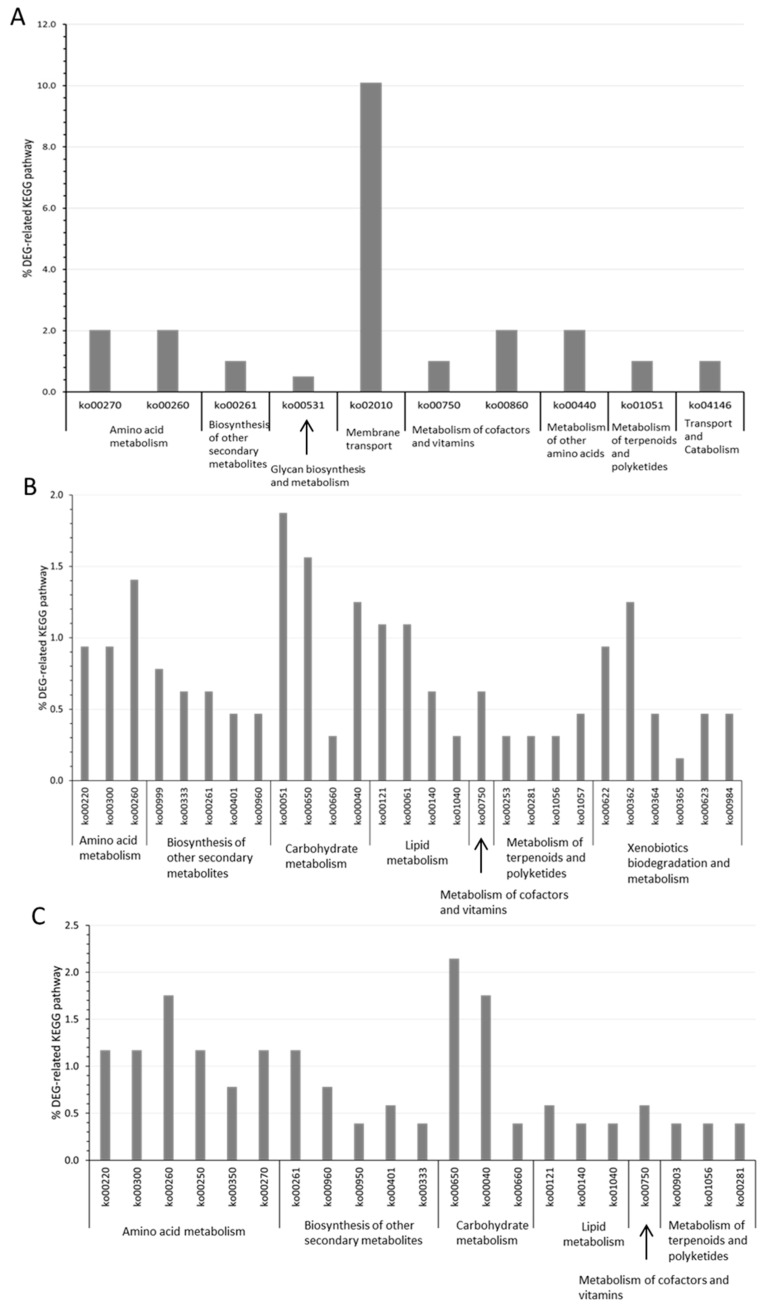
Significantly DEG-enriched KEGG pathways in the deep strain *P. elfii* DSM9442 cultured at (**A**) 20 MPa, (**B**) 30 MPa, and (**C**) 40 MPa compared to 0.1 MPa (one-tail z-test, *p*-value < 0.05). The *Y*-axis corresponds to the percentage of a specific KEGG pathway of all DEG-related KEGG pathways.

**Figure 3:**
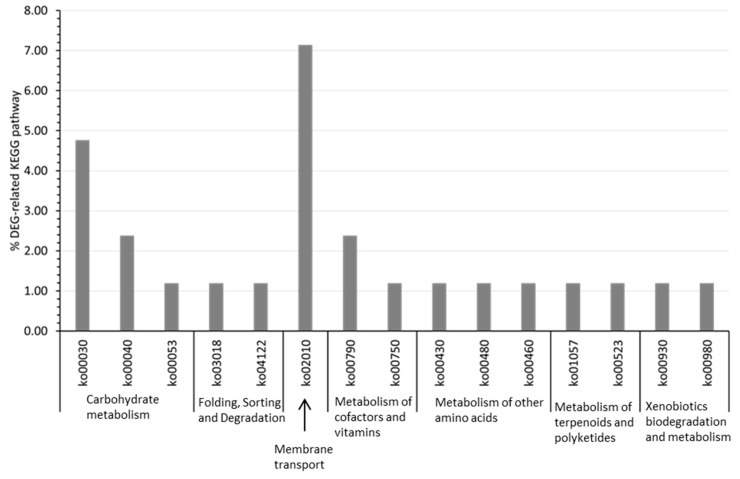
Significantly DEG-enriched KEGG pathways in the surface strain *P. elfii* subsp. *lettingae* cultured at 20 MPa compared to 0.1 MPa (one-tail z-test, *p*-value < 0.05). The *Y*-axis corresponds to the percentage of a specific KEGG pathway of all DEG-related KEGG pathways.

**Figure 4:**
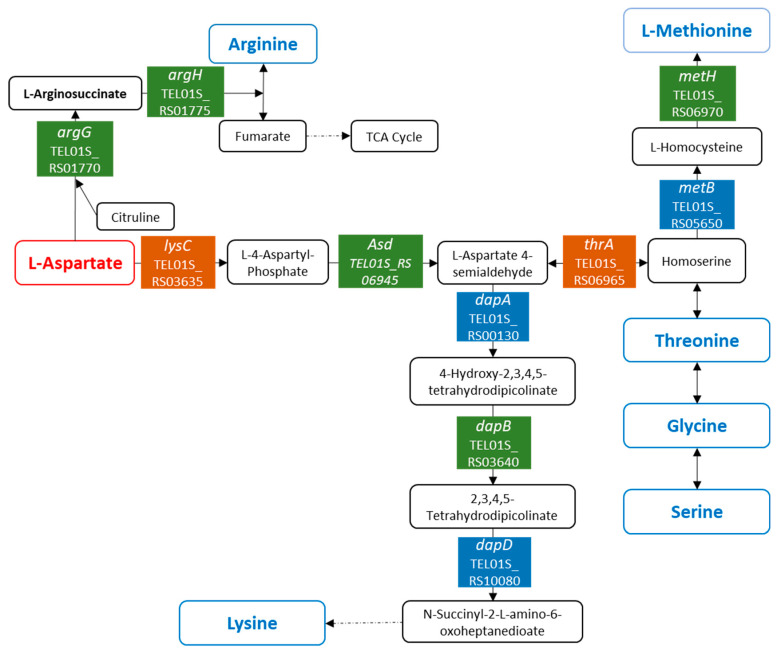
Schematic illustrating the amino acid metabolism pathways highlighted from the DEG. Colored boxes indicate the enzymes for which the genes are differentially expressed: blue means genes were over-expressed at 30 MPa, green means genes were over-expressed at 30 and 40 MPa, and orange means genes were over-expressed at 20, 30, and 40 MPa.

**Figure 5:**
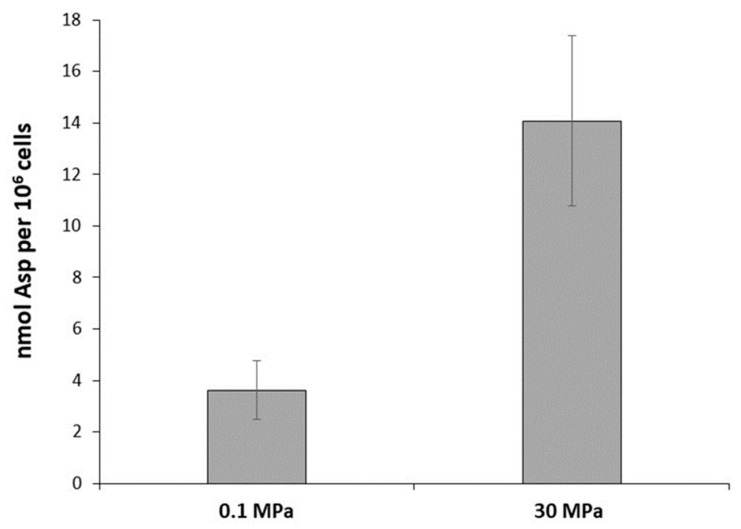
Intracellular aspartate concentration in *P. elfii* DSM9442 cultures grown at 0.1 MPa and 30 MPa. The values represent the means of assays from three independent cultures.

**Table 1:** List of the DEG involved in amino acid metabolism/transport in the deep strain *P. elfii* DSM9442.

Locus_Tag	KEGG Name	KEGG Pathway	DEG at 20 MPa *	DEG at 30 MPa *	DEG at 40 MPa *
TEL01S_RS01780	argC	ko00220:Arginine biosynthesis	0	−1	−1
TEL01S_RS01785	argJ	ko00220:Arginine biosynthesis	0	−1	−1
TEL01S_RS01770	argG	ko00220:Arginine biosynthesis|ko00250:Alanine, aspartate, and glutamate metabolism	0	−1	−1
TEL01S_RS01775	argH	ko00220:Arginine biosynthesis|ko00250:Alanine, aspartate, and glutamate metabolism	0	−1	−1
TEL01S_RS04500	glnA	ko00220:Arginine biosynthesis|ko00250:Alanine, aspartate, and glutamate metabolism	0	−1	−1
TEL01S_RS09130		ko00220:Arginine biosynthesis|ko00250:Alanine, aspartate, and glutamate metabolism|ko00270:Cysteine and methionine metabolism|ko00330:Arginine and proline metabolism|ko00350:Tyrosine metabolism|ko00360:Phenylalanine metabolism|ko00400:Phenylalanine, tyrosine, and tryptophan biosynthesis	0	1	1
TEL01S_RS03835	glmS	ko00250:Alanine, aspartate, and glutamate metabolism	0	−1	0
TEL01S_RS09135		ko00250:Alanine, aspartate, and glutamate metabolism|ko00260:Glycine, serine, and threonine metabolism	1	1	1
TEL01S_RS05590	soxA	ko00260:Glycine, serine, and threonine metabolism	0	−1	−1
TEL01S_RS10380	kbl	ko00260:Glycine, serine, and threonine metabolism	0	1	1
TEL01S_RS03635	lysC	ko00260:Glycine, serine, and threonine metabolism|ko00270:Cysteine and methionine metabolism|ko00300:Lysine biosynthesis	0	−1	−1
TEL01S_RS06945	asd	ko00260:Glycine, serine, and threonine metabolism|ko00270:Cysteine and methionine metabolism|ko00300:Lysine biosynthesis	0	−1	−1
TEL01S_RS06965	lysC_&_thrA	ko00260:Glycine, serine, and threonine metabolism|ko00270:Cysteine and methionine metabolism|ko00300:Lysine biosynthesis	−1	−1	−1
TEL01S_RS09745	trpB	ko00260:Glycine, serine, and threonine metabolism|ko00400:Phenylalanine, tyrosine, and tryptophan biosynthesis	0	−1	0
TEL01S_RS09140	serA	ko00260:Glycine, serine, and threonine metabolism	0	1	1
TEL01S_RS08685	mtnK	ko00270:Cysteine and methionine metabolism	−1	0	0
TEL01S_RS08690	mtnA	ko00270:Cysteine and methionine metabolism	−1	0	0
TEL01S_RS05650		ko00270:Cysteine and methionine metabolism|ko00260:Glycine, serine, and threonine metabolism	0	−1	0
TEL01S_RS06970	metH	ko00270:Cysteine and methionine metabolism	0	−1	−1
TEL01S_RS03640	dapB	ko00300:Lysine biosynthesis	0	−1	−1
TEL01S_RS00130	dapA	ko00300:Lysine biosynthesis	0	−1	0
TEL01S_RS09220	murF	ko00300:Lysine biosynthesis	0	1	0
TEL01S_RS10080	dapD	ko00300:Lysine biosynthesis|ko01230:Biosynthesis of amino acids	0	−1	0
TEL01S_RS08600	kdd	ko00310:Lysine degradation	0	1	0
TEL01S_RS05490	amiE	ko00330:Arginine and proline metabolism|ko00360:Phenylalanine metabolism|ko00380:Tryptophan metabolism	0	0	1
TEL01S_RS06380	hisC	ko00340:Histidine metabolism|ko00350:Tyrosine metabolism|ko00360:Phenylalanine metabolism|ko00400:Phenylalanine, tyrosine, and tryptophan biosynthesis	0	1	1
TEL01S_RS03685	iaaM	ko00380:Tryptophan metabolism	0	−1	0
TEL01S_RS05225	bglX	ko00460:Cyanoamino acid metabolism	0	1	1

* DEG with 0.1 MPa as reference: 0 means no significant gene variation, 1 means that expression at 0.1 MPa is significantly higher than at the indicated hydrostatic pressure, and −1 means that expression at 0.1 MPa is significantly lower than at the indicated hydrostatic pressure.

## Data Availability

The data presented in this study are openly available in the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/ (accessed on 25 February 2023)) under the accession number GSE226101.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/microorganisms11030773/s1, Table S1: List of genes specific to the deep strain *P. elfii* DSM9442 compared to the surface strain *P. elfii* subsp. *lettingae*; Table S2: List of genes specific to the surface strain *P. elfii* subsp. *lettingae* compared to the deep strain *P. elfii* DSM9442; Table S3: List of differentially expressed genes in the deep strain *P. elfii* DSM9442 grown at 20 and 30 MPa vs. cells grown at 0.1 MPa; Table S4: List of differentially expressed genes in the surface strain *P. elfii* subsp. *lettingae* grown at 20 MPa vs. 0.1 MPa; Table S5: List of differentially expressed genes in the surface strain *P. elfii* subsp. *lettingae* that have differentially expressed orthologs in the deep strain *P. elfii* DSM9442.

How the deposited data were processed for this re-analysis (not part of the article)

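RNA was measured in 33 libraries, 23 of *P. elfii* DSM9442 at 0.1, 20, 30, and 40 MPa and 10 of *P. elfii* subsp. *lettingae* at 0.1 and 20 MPa. The raw counts per gene were made by the authors before they were deposited, with TrimGalore for trimming, STAR for alignment with spliced alignment disabled, and featureCounts for counting. The reference assemblies were ASM50408v1 for DSM9442 and ASM1786v1 for *lettingae*. The count files held whole numbers for 2138 genes of DSM9442 and 2127 genes of *lettingae*, and no pair of libraries was a copy of another. The authors’ FPKM values were not used here.

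Locus tags of DSM9442 genes came from Table S3 for 842 genes and from the RefSeq annotation for the others, 1274 by matching coordinates and 5 by an overlap of at least 0.9. A total of 7 coordinate matches were left out because the lengths differed, and 17 genes had no tag. Where both sources were available, the coordinates gave the tag of Table S3 for 837 genes and another tag for 2 genes, for which Table S3 was used. For *lettingae*, tags came from Tables S4 and S5, and the text gives tags with the DSM9442 prefix for this strain. Those were not mapped to *lettingae* genes, except that TLET_RS00955 and TLET_RS00980 were examined because their numbers lie within the range of a cluster in the text. Table S3 (20 MPa) and Table S4 were held in part, with 842 of 2138 and 592 of 2127 entries, respectively. For this reason, the tests for enrichment of KEGG pathways and of transport genes were not run.

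Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr at its defaults, libraries were scaled with TMM factors, and glmQLFit and glmQLFTest were used with Benjamini–Hochberg adjustment. A gene was called differentially expressed at an adjusted *p*-value below 0.01 and an absolute log2 fold change above 1.3, the thresholds of the methods. CPM are counts over the library total after scaling with the TMM factors of the fit that holds the library. Standard errors of log2 fold changes came from the same fits. Tables were written with Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

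The sample labels name 2 batches for DSM9442. The 20 MPa libraries were compared with the 0.1 MPa libraries of batch 2, and the 30 and 40 MPa libraries with those of batch 1, in a fit of each batch. Differences between the response at 20 MPa and those at 30 and 40 MPa were tested in a fit of 5 groups. The *lettingae* libraries had a fit of their own, and the difference between strains was tested for the 11 ortholog pairs of Table S5. All 20 MPa libraries of DSM9442 belong to batch 2, and the labels name no batch for *lettingae*. The methods state that 2 samples of each set were discarded without naming them, and no library was left out here. At 0.1 MPa, DSM9442 has no replicate numbered 5 in batch 1 or C in batch 2, so its discarded samples may already be absent. The 5 *lettingae* log2 fold changes that differed from the paper's fell within its values without 0.1 MPa replicate 4AB. Replicate 4AB may thus be among the samples discarded by the study, and the main *lettingae* results include it.

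The genes named in the text followed a rule that was fixed before the counts were seen, although the values in the tables of the paper had been seen by then. It takes every locus tag in the results text and every gene of Table 1, Table S5, and Cluster 6 of Table S1, in the comparisons the paper names them for. The rule could not be applied to TEL01S_RS06350, which was not paired with a counted gene, or to the unmapped tags given for *lettingae*. It also takes, for each comparison with 0.1 MPa, the 3 largest rises and the 3 largest falls among called genes whose libraries did not overlap with those at 0.1 MPa. Other genes are marked in the text as chosen after their values were seen.

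Median totals per library were between 5878301 and 6344005 counts in batch 1, between 22084029 and 23140452 in batch 2, and between 5943450 and 6798405 in *lettingae*. The procedure was tested on simulated data with about 200 genes changed by 2 on the log2 scale, of which 93.5 to 100% were recovered, with at most 1 unchanged gene called per comparison. Alternatives were DESeq2 1.42.0, edgeR’s likelihood ratio test, glmTreat against a log2 fold change of 1.3 or of 1 with the minimum of 1.3, no minimum fold change, no filter on low counts, RLE factors, library size only, protein-coding genes only (DSM9442), replicate number as a block, all DSM9442 libraries in a fit of 5 groups, the 0.1 MPa libraries of both batches pooled, and each library left out in turn. Groups that do not differ were simulated 20 times, batch 2 was reduced to the depth of batch 1 10 times, and up to 100 divisions of the libraries, the real one included, were used per comparison.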

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

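The tests of replicate spread and of the minimum fold change, of a wrong label and of rRNA for replicates 2A and 4A at 40 MPa, of depth for *lettingae* replicates 4AB and 5A, of batches for TEL01S_RS06040 to TEL01S_RS06050, of rRNA removal, of TEL01S_RS10010, and all 3 tests of replicate 1AB were chosen after the result was seen. The other tests and all alternatives were chosen before the data were examined, except that the test of a wrong label for 4AB took the place of a correlation after correlations had been seen.

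More genes were differentially expressed at 30 and 40 MPa (430 and 318) than at 20 MPa (71), and a difference between the responses was tested directly. The response at 30 MPa differed from that at 20 MPa for 199 genes, and 1 of 100 divisions of the libraries, the real one, gave as many. Between 40 and 20 MPa, 117 genes differed, and 5 of 100 divisions gave as many. These divisions exchange 0.1 MPa libraries with pressure libraries within each batch, so they also remove the responses themselves. They cannot decide whether equal responses would give such counts, and no conclusion on chance is drawn from them here. A difference in depth is argued against, since batch 2 reduced to the depth of batch 1 gave a median of 69 genes at 20 MPa (64 to 71). A wider spread between replicates in batch 1 would lower the counts there under a test against the threshold, yet glmTreat against 1.3 gave 69 genes at 40 MPa and 22 at 20 MPa. The place of 20 MPa did depend on the minimum fold change, as 1350 genes at 20 MPa, 1083 at 30 MPa, and 896 at 40 MPa had an adjusted *p*-value below 0.01 in edgeR’s quasi-likelihood test without it. The 20 MPa libraries belong to another batch than those at 30 and 40 MPa, and batch and pressure cannot be told apart as the reason for these differences. The design keeps this open because no pressure above 0.1 MPa was sequenced in both batches.

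Between the 0.1 MPa libraries of the 2 batches, which the paper does not compare, 69 genes were differentially expressed, 25 higher and 44 lower in batch 2. Of the 35 divisions of these libraries, 1 (the real one) gave as many. Depth was argued against by a median of 67.5 genes (66 to 70) after batch 2 was reduced to the depth of batch 1. Without 0.1 MPa batch 1 replicate 4B, the count was 104, with 52 higher and 52 lower, and with no minimum fold change it was 374, with 186 and 188, so that the excess of lower genes was not kept. No biological explanation was tested, since the labels give the same condition for both.

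TEL01S_RS06040, TEL01S_RS06045, and TEL01S_RS06050 changed in opposite directions at 30 and 40 MPa, and the difference itself was tested, with log2 fold changes of −5.2738, −5.2685, and −4.9054 from 30 to 40 MPa. A difference between batches is argued against as the cause, because both pressures were sequenced in batch 1 (−5.2685 for TEL01S_RS06045). The opposite changes may be a response to pressure, as a hypothesis found and tested on the same data.

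All 11 ortholog pairs of Table S5 responded differently at 20 MPa in the 2 strains. The study chose these pairs on the same libraries, so the divisions of the libraries, of which 1 of 100 gave as many, do not decide whether chance can be excluded. A difference in depth is argued against, as a median of 11 pairs differed after the DSM9442 libraries were reduced to the depth of *lettingae*. Each change was taken within its strain, so an offset between batches that goes with strain cancels in this test. Such an offset is argued against as the reason for the differences, which had sizes of 1.45 to 5.54 on the log2 scale. The labels name no batch for *lettingae*, so a batch that separates its pressures, or a response that depends on batch, was not excluded.

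A library lay far from the others in 11 of the 91 groups tested, 4 of 28 for library measures and 7 of 63 for genes, where chance gives about 1 in 20 groups. The list of genes for this check was written after their values were seen. At 30 MPa, replicate 1AB had 6.081% of its counts on rRNA genes (1.805 to 2.54 in the other 4), a mean correlation with its group of 0.961 (0.9799 to 0.9831), 329 CPM of TEL01S_RS06965 (180 to 223), 256 CPM of TEL01S_RS00185 (722 to 765), and 8.16 CPM of TEL01S_RS10010 (2.99 to 4.09). A wrong label within batch 1 is argued against by its 733 CPM of TEL01S_RS06045, where the 0.1 MPa libraries of batch 1 had at most 212. Its value was below the 946 to 1060 CPM of the other 30 MPa libraries, and the 0.1 MPa libraries of batch 2 had a mean of 848.7. For TEL01S_RS06040, no 30 MPa library had less than 535 CPM, against a mean of 209.6 at 0.1 MPa in batch 2. Counts displaced by rRNA are argued against by the correlation over protein-coding genes, which was 0.9564 for 1AB and 0.9782 to 0.9816 for the others. Low depth is argued against by its total of 6315938, the highest at 30 MPa. A mixed sample or another growth stage was not tested. At 0.1 MPa in batch 1, replicate 4B had 19.1 CPM of TEL01S_RS00185 (10.2 to 11.5 in the others), for which no explanation was tested.

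In *lettingae* at 0.1 MPa, replicate 4AB had a mean correlation with its group of 0.9679 (0.9858 to 0.9881 in the other 4), 147 CPM of TLET_RS05605 (53.4 to 68), 135 CPM of TLET_RS00955 (23.2 to 27.7), and 326 CPM of TLET_RS00980 (99.4 to 112). In 4AB, 94 genes were more than 2-fold from the mean of the other 4, compared with 4 to 12 in those. A library of 20 MPa under a wrong label is argued against, since 62.7% of the genes called without 4AB (37 of 59) lay nearer to the 0.1 MPa mean in it, against 0 to 8.3% in the 20 MPa libraries and 93.5 to 100% in the other 0.1 MPa libraries. Its total of 6798405, the median of its group, argues against depth. A mixed sample or a culture on the way to another state was not tested. Without 4AB, 59 genes were called, and TLET_RS00980 was among them (log2 fold change 1.72). At 20 MPa, replicate 5A had 18.39% of its counts on the 10 most counted genes (21.07 to 22.06% in the others), and its total of 5472372 lay within the range of its group, which argues against depth.

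The 3 largest rises and falls among called genes with no overlap between libraries were taken in each comparison. Those that the paper does not name are given here. At 20 MPa, TEL01S_RS00185 and TEL01S_RS00180 rose by 4.1476 and 3.8962 on the log2 scale, next to TEL01S_RS00175, and at 30 MPa by 5.6445 and 5.4971. TEL01S_RS05610 rose by 4.3356 at 30 MPa, while TEL01S_RS04815, TEL01S_RS04805, and TEL01S_RS04810 changed by −5.0691, −5.0116, and −4.765. At 40 MPa, TEL01S_RS10010 and TEL01S_RS08325 rose by 4.8938 and 3.7147, and TEL01S_RS06550, TEL01S_RS02120, and TEL01S_RS02125 changed by −4.2257, −4.1424, and −3.3958. In *lettingae*, gene1234 of the count files rose by 3.7166 and gene1251 changed by −2.8335. In the same strain, gene186 and the gene before it rose by 2.7092 and 2.7028. They lie directly before TLET_RS00955, and whether they belong to the sugar cluster that the paper discusses was not tested. Chance can be excluded for the counts these genes belong to, as 1 of 100 divisions, the real one, gave as many genes at 20, 30, and 40 MPa and in *lettingae*. Called genes lay next to each other more often than redrawn calls did. At 30 MPa, 268 of 430 had a neighbour on the same strand called in the same direction, against at most 97 in 1000 redraws (permutation *p* = 0.001, the smallest they can give), so that shared transcription may account for these neighbouring changes. TEL01S_RS10010 is a short gene (2045443–2045518) with a mean of 0.64 CPM at 0.1 MPa, near the floor of the counts. The standard error of its log2 fold change was 0.766. The size of the rise of TEL01S_RS10010 rests largely on 40 MPa replicates 2A and 4A, which had more rRNA counts. They had 39.4 and 36.7 CPM of it, against 4.45 to 9.98 in 1A, 3A, and 5A. TEL01S_RS10010 had 4.45 CPM or more in the 40 MPa libraries whose rRNA share lay within the range at 0.1 MPa. At 0.1 MPa, it had 0.328 to 0.918, which argues against remaining rRNA as the whole reason.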

How the results depend on the processing

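All alternatives in this part were chosen before the counts were seen, and none was added later. The counts of differentially expressed genes stayed within 1.5 times under DESeq2 (71 at 20 MPa, 444 at 30 MPa, 331 at 40 MPa, and 48 in *lettingae*), the likelihood ratio test (70, 447, 328, and 52), no low-count filter, RLE factors, and library size only (85, 431, 325, and 48). The same holds for protein-coding genes only (60, 412, and 309) and for a fit of 5 groups (66, 447, and 327), both run for DSM9442 alone. The genes called at all 3 pressures and those at 30 and 40 MPa but not at 20 MPa also stayed within 1.5 times under these settings. So did the entries of Table 1, and the difference tests and ortholog pairs where they were run. The ortholog pairs were not run for protein-coding genes only or the fit of 5 groups. In that fit, the differences from 20 MPa and between the batches were not run again either. The genes at 20 MPa only, 11 in the main fit, were 17 with library size only. They were 7 with protein-coding genes only and 7 in the fit of 5 groups.

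The threshold moved the counts. With glmTreat against 1.3, 22, 132, and 69 genes were called at 20, 30, and 40 MPa and 8 in *lettingae*, 19 between 40 and 30 MPa, 48 and 15 for the differences of 30 and 40 MPa from 20 MPa, 18 between the batches, 5 at all 3 pressures, and 39 at 30 and 40 MPa but not at 20 MPa. With glmTreat against 1 and the minimum of 1.3, the counts were 212 at 30 MPa, 124 at 40 MPa, 10 in *lettingae*, 36 between 40 and 30 MPa, 67 and 26 for the differences, 26 between the batches, 13 at all 3 pressures, and 67 at 30 and 40 MPa only. With no minimum, they were 1350, 1083, 896, and 534, then 438, 495 and 341, 374, 546, and 88, and 50 entries of Table 1 were the same. The cause was not tested.

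With the 0.1 MPa libraries of both batches pooled, 121 genes were called at 20 MPa (40 higher and 81 lower), 54 at all 3 pressures, and 122 at 30 and 40 MPa but not at 20 MPa. The cause was not tested. With library size only, the share of over-expressed genes at 20 MPa was 71.8% (61 and 24 genes) instead of 53.5%, at all 3 pressures 74.3% instead of 55.2%, and between the batches 15.6% instead of 36.2%. This setting shifted the median log2 fold change by 0.192 at 20 MPa and by −0.194 between the batches.

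Leaving out each library in turn gave 68 to 75 genes at 20 MPa, 358 to 488 at 30 MPa, 263 to 387 at 40 MPa, 84 to 170 between 40 and 30 MPa, 153 to 254 and 97 to 159 for the differences from 20 MPa, 25 to 32 at all 3 pressures, 142 to 243 at 30 and 40 MPa but not at 20 MPa, 73 to 79 entries of Table 1, 11 ortholog pairs, and 40 to 59 genes in *lettingae*. Between the batches, it gave 52 to 104, with 104 without 0.1 MPa batch 1 replicate 4B. With the replicate number as a block, 66, 460, and 329 genes were called in DSM9442 and 49 in *lettingae*. Between 40 and 30 MPa, the block gave 93 genes (39 higher and 54 lower at 40 MPa), against 115 (62 and 53) without it. Libraries with the same number had correlations of residuals between −0.345 and 0.319, and between 0.009 and 0.297 for 30 with 40 MPa. In no pair of groups were all values above 0.1, and the numbers were not taken to pair the libraries.

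Of 122 pairs of a named gene and a comparison, 119 were called. They were fitted again under DESeq2, no low-count filter, RLE factors, library size only, protein-coding genes only, the replicate block, the fit of 5 groups, pooled 0.1 MPa libraries, and each library left out, and no direction was reversed under these. The other alternatives were not run for the named genes. All calls were kept under no low-count filter and RLE factors, and DESeq2 gave the same call for all 121 pairs with an adjusted *p*-value. Pooled 0.1 MPa libraries lost 15 calls over 109 pairs, among them TEL01S_RS10080 (1.18) and TEL01S_RS04500 (1.226) at 30 MPa. The log2 fold change of TEL01S_RS06045, 30 MPa over 0.1 MPa, was 0.784 with pooled libraries (adjusted *p* = 0.0914 in edgeR’s quasi-likelihood test, with a range from 3.29e-40 in DESeq2 to 0.0914 over its alternatives). Library size only lost TEL01S_RS05735 (−1.19) and TEL01S_RS09135 (−1.137) at 20 MPa, and gained TEL01S_RS08670 (1.483). The replicate block lost TEL01S_RS09135 at 20 MPa (−1.296) and TLET_RS08745 (−1.68), and gained TEL01S_RS08670 (1.331) and TLET_RS00980 (1.406). Leaving out libraries lost 16 and gained 5 calls over 1526 values. TEL01S_RS09135 at 20 MPa was lost without 20 MPa replicate A1 (−1.296), C1 (−1.284), or E1 (−1.266). TEL01S_RS08670 at 20 MPa was gained without 0.1 MPa batch 2 replicate B1 (1.337) or D1 (1.338) or 20 MPa replicate C1 (1.328) or E1 (1.32), and TLET_RS00980 without 0.1 MPa replicate 4AB (1.72). TLET_RS08745 was lost without each library but 0.1 MPa replicate 4AB (−1.566 to −2.019), and TLET_RS05610 without 0.1 MPa replicate 1AB (1.263), 2AB (1.292), or 5AB (1.297) or 20 MPa replicate 3A (1.287).

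For each of the counts at 20, 30, and 40 MPa, in *lettingae*, between 40 and 30 MPa, at all 3 pressures, and at 30 and 40 MPa but not at 20 MPa, 1 of 100 divisions of the libraries gave as large a value, the real one, so that chance can be excluded. For the entries of Table 1, which the study made from the same libraries, the divisions (1 of 100 as large) do not decide this. The tests of KEGG pathways and transport genes were not run. The median standard error was 0.197 at 30 MPa and 0.068 at 20 MPa, and how far depth or the spread between replicates sets this difference was not tested. Reduced to the depth of batch 1, batch 2 still gave a median of 69 called genes at 20 MPa. With no minimum fold change, its median was 1245.5 genes, still above the 1083 at 30 MPa and 896 at 40 MPa.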

Differences from the paper's values

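The alternatives below were all set before the data were examined, and none was chosen after the values were seen. Of 24 counts compared, 18 differed by more than 1.5 times. At 30 MPa, the paper gives 211 differentially expressed genes (the paper’s 103 over- and 108 under-expressed), against 430 here (210 and 220). At 40 MPa, the paper gives 124 (the paper’s 53 and 71), against 318 here (165 and 153). For all 3 pressures, the paper gives 13 (the paper’s 6 and 7), against 29 here (16 and 13). At 30 and 40 MPa but not at 20 MPa, the paper gives 67 (the paper’s 29 and 38), against 185 here (107 and 78). At 40 MPa only, the paper gives 36, against 91 here. For these counts, the values under glmTreat against 1 with the minimum of 1.3 fall within the paper’s, with 212 (104 and 108), 124 (53 and 71), 13 (6 and 7), 67 (29 and 38), and 37. Under this setting, only 3 of the ortholog pairs were called in both strains. For the genes at 30 and 40 MPa, no minimum fold change (88, with 33 lower) and, for the lower ones, pooled 0.1 MPa libraries (41) also did so, as did library size only for the lower genes at all 3 pressures (9). The other alternatives did not.

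In *lettingae*, the paper gives 31 genes (the paper’s 21 over- and 10 under-expressed), against 50 here (34 and 16). For the total, no alternative other than leaving out a library fell within the paper’s value, which held without 0.1 MPa replicate 1AB (41), 2AB (43), 3AB (46), or 5AB (43) and without 20 MPa replicate 1A (40), 2A (45), or 5A (42). DESeq2 did so for the over-expressed genes (29), and glmTreat against 1 with the minimum of 1.3 (7), library size only (14), and the replicate block (15) for the under-expressed genes. No fit combined glmTreat with a library left out, so that combination is open. At 20 MPa only, the paper gives 21 over- and 16 under-expressed genes, against 6 and 5 here. For the former, no alternative fell within the paper’s value, and for the latter, glmTreat against 1 with the minimum of 1.3 (16) and pooled 0.1 MPa libraries (20) did.

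Of 36 log2 fold changes compared, 5 differed by more than the standard error and none in sign. The paper’s values, given here as pressure over 0.1 MPa, are 1.800 for TLET_RS05605 (here 1.455), 3.564 for TLET_RS00955 (here 2.686), 1.718 for TLET_RS00980 (here 1.22), −2.154 for TLET_RS04480 (here −2.641), and 1.770 for TLET_RS05610 (here 1.384). The setting under which all 5 fall within the paper’s values is the fit without 0.1 MPa replicate 4AB (1.802, 3.567, 1.72, −2.151, and 1.772). For TLET_RS04480, leaving out 20 MPa replicate 1A (−2.47), 2A (−2.564), or 5A (−2.584) did so as well. Over all genes held, the median absolute difference from Table S3 was 0.0015 (841 genes, at most 0.007) and from Table S4 0.0462 (590 genes, at most 0.878).

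The paper lists TEL01S_RS03985 as over-expressed at 30 MPa, where its 1.14 was below the minimum size, and TEL01S_RS08670 at 20 MPa, where its 1.29 was. TEL01S_RS08670 was called with library size only (1.483), with the replicate block (1.331), and without 0.1 MPa batch 2 replicate B1 (1.337) or D1 (1.338) or 20 MPa replicate C1 (1.328) or E1 (1.32). TLET_RS00980, to which Table S4 gives 1.718, was below the minimum size (1.22) and was called without 0.1 MPa replicate 4AB (1.72) and with the replicate block (1.406). The paper states that *metB*, *metH*, *mtnK*, and *mtnA* were over-expressed at 20 and 30 MPa, while its Table 1 has no call for *metB* and *metH* at 20 MPa or for *mtnK* and *mtnA* at 30 MPa. Here, *metB* (TEL01S_RS05650) and *metH* (TEL01S_RS06970) were called at 30 MPa (1.61 and 3.35) and not at 20 MPa (0.67 and 1.01), and *mtnK* (TEL01S_RS08685) and *mtnA* (TEL01S_RS08690) were over-expressed at 20 MPa (1.55 and 1.502) and under-expressed at 30 MPa (−1.58 and −1.74).

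The paper's conclusions describe TEL01S_RS06225 to TEL01S_RS06235 as differentially expressed at both 30 and 40 MPa, while its results give them for 30 MPa only. Here, none was called at 40 MPa (−0.86, −0.52, and −0.46), which goes with the paper's results and not with its conclusions. TEL01S_RS02385 and TEL01S_RS02390, given as specific to 30 MPa, were also called at 40 MPa (1.5574 and 1.5005), and TEL01S_RS09090, given as specific to 40 MPa, was also called at 30 MPa (−1.54). The paper gives TEL01S_RS00165 to TEL01S_RS00175, TEL01S_RS00530, TEL01S_RS00535, and TEL01S_RS05715 to TEL01S_RS05735 as specific to 20 MPa. Here, TEL01S_RS00165, TEL01S_RS00170, TEL01S_RS00175, TEL01S_RS00530, and TEL01S_RS00535 were also over-expressed at 30 MPa (2.67, 3.58, 3.58, 2.07, and 2.20), and TEL01S_RS05715 to TEL01S_RS05730 were also under-expressed at 30 MPa (−2.90 to −1.44). At 40 MPa, TEL01S_RS05715 to TEL01S_RS05735 were under-expressed too (−3.33 to −1.39). Of the 84 entries of Table 1, 6 were called only here, *argC* at 20 MPa (1.32), *mtnK* and *mtnA* at 30 MPa, and *glmS* (TEL01S_RS03835, 2.12), *murF* (−1.45), and *kdd* (TEL01S_RS08600, −1.44) at 40 MPa. Under glmTreat against 1 with the minimum of 1.3, 83 of the entries were the same as in Table 1, against 78 here.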

Other observations

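In this part, the tests of a wrong label and of rRNA for replicates 2A and 4A and the test of rRNA removal were chosen after the result was seen. At 40 MPa, replicates 2A and 4A lay apart from 1A, 3A, and 5A. Their correlations with these 3 over protein-coding genes were between 0.89 and 0.925, whereas 2A and 4A had a correlation of 0.986 with each other. Over all genes, 2A and 4A had correlations of 0.912 to 0.948 with the 30 MPa libraries, against 0.852 to 0.91 for 1A, 3A, and 5A. Both had more counts on rRNA genes (6.86 and 6.621%) than the other 3 (0.4179 to 0.5492%). The correlations of 2A and 4A with the 30 MPa libraries would go with libraries of 30 MPa under a wrong label. That is argued against by TEL01S_RS06045, which had 30.1 CPM in 2A and 24.1 in 4A where the lowest 30 MPa library had 733. Counts displaced by rRNA are argued against by the highest correlation of 0.925 without rRNA genes. Depth is argued against by a lowest correlation of 0.985 among 1A, 3A, and 5A reduced to the smallest total. A mixed sample or another growth stage was not tested, and no biological explanation was tested within this pressure.

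The share of counts on rRNA genes was higher at 30 MPa (1.805 to 6.081%, median 2.515%) than at 0.1 MPa in batch 1 (0.3802 to 0.5436%) in 5 of 5 libraries, with an exact permutation *p* of 0.0159 over 126 arrangements (0.0636 after Benjamini–Hochberg adjustment over 4 comparisons). With 126 arrangements the exact *p* cannot be smaller than 0.0159, so that the adjusted value could not pass 0.01. Less complete removal of rRNA and a change in rRNA itself cannot be told apart, because shares of up to 6.86% also occurred among the replicates at 40 MPa and no measure of the removal was analysed here.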
